# Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy

**DOI:** 10.1158/2767-9764.CRC-26-0059

**Published:** 2026-04-21

**Authors:** Zhuoxin Zhou, Davis Ballard, Jiashuai Zhang, Zhantao Du, Natsorn Watcharadulyarat, Tanvi Varadkar, Srijita Chowdhury, Sathvik R. Kambam, Phoebe Hu, Selena Khanal, Lufang Zhou, Xiaoguang Liu

## Abstract

Antibody–drug conjugate (ADC) represents an effective therapeutic strategy for cancer, leveraging a cancer-targeting monoclonal antibody (mAb) linked to a potent payload. In this study, we report novel dual-payload ADCs (DualADC), which harness one antibody to simultaneously deliver chemotherapy and immunotherapy for aggressive triple-negative breast cancer (TNBC). Specifically, we developed two-site, that is, cysteine and lysine, co-conjugation technologies to link a chemotherapeutic agent for direct tumor cell killing and a Toll-like receptor dual agonist for tumoral immunity enhancement to our humanized anti-CD276 (B7-H3) mAb. Our antibody binds to TNBC with high affinity and selectivity while exhibiting minimal off-target effects in normal human tissues. Three DualADCs were fully characterized by validating the conjugations and quantifying the drug-to-antibody ratios and drug-to-drug ratio using several analytic tools. *In vitro* evaluations revealed a high cancer cell binding rate via flow cytometry, efficient drug internalization with confocal microscopy, and high anticancer cytotoxicity in three TNBC cell lines. *In vivo* investigations in two TNBC xenograft mouse models demonstrated that DualADC carrying deruxtecan and imidazoquinoline has the best antitumor efficacy, that is, favorable biodistribution in TNBC, high tumor burden reduction, low systemic toxicity, and upregulation of immune pathways. Collectively, this study establishes advanced dual-payload antibody–drug conjugation technologies and identifies a good DualADC candidate for cancer therapy.

**Significance:**

Advanced dual-payload antibody-drug conjugation technologies were established, and a promising DualADC was developed for targeted cancer chemoimmunotherapy.

## Introduction

Cancer remains a leading cause of mortality in the United States, with an estimated two million new cases and 618,120 cancer-related deaths projected for 2025. Breast cancer accounts for approximately 32% of new diagnoses and 14% of deaths (1). Triple-negative breast cancer (TNBC), which lacks expression of the estrogen receptor, progesterone receptor, and human epidermal growth factor receptor 2 (HER2), is the most aggressive subtype, associated with poor prognosis and survival rates (2, 3). Patients with advanced TNBC often experience recurrence following standard treatments, including surgery, radiotherapy, and chemotherapy (4–7). This study employs TNBC as a model to evaluate the designed novel targeted cancer therapy.

Antibody–drug conjugates (ADC) have been developed to selectively deliver potent payloads, such as microtubule inhibitors, DNA-damaging reagents, or topoisomerase I (TOP1) inhibitors, for cancer treatment (8, 9). By 2025, the US FDA has approved 15 ADCs (10–14), targeting HER2, Nectin-4, trophoblastic cell surface antigen 2 (Trop-2), and others. The anti–Trop-2 ADCs, including sacituzumab govitecan and datopotamab deruxtecan (DXd), have been used to treat breast cancer and other malignancies. Despite their notable advantages (15), clinical effectiveness can be undermined by compensatory mechanisms, the emergence of drug resistance (16–18), and inherent cancer heterogeneity (3, 19). For instance, single-payload ADCs can inhibit TNBC tumor growth, but recurrence often occurs after treatment cessation in animal studies, as observed in our previous animal studies (20, 21). These challenges may be addressed by integrating multiple anticancer mechanisms into a single therapy or through combining therapies. Another clinical hurdle of ADC therapy is minimizing the dose-dependent adverse effects from off-target monoclonal antibody (mAb) activity while maintaining high anticancer efficacy. This can be mitigated by developing or screening new mAbs, engineering the existing antibodies to balance receptor binding affinity and cancer specificity, comparing responses to different payloads, optimizing the drug-to-antibody ratio (DAR), and exploring therapeutic combinations.

To overcome the limitations of conventional single-payload ADCs in cancer treatment, we introduced the concept of dual-payload ADCs (DualADC) via co-conjugation. In a previous study, one mAb was employed to codeliver chemotherapy such as monomethyl auristatin F (MMAF) and immunotherapy such as a Toll-like receptor (TLR) agonist for the first time (21). Our reported design offered significant advantages compared with the DualADCs established by Tsuchikama Lab (22) and Kayser Lab (23), where two cytotoxic microtubules [i.e., prelinked monomethyl auristatin (MMAE) and MMAF (22) or MMAE and DM1 (23)] were conjugated with the well-known anti-HER2 trastuzumab. Although the established mAb-MMAF/imidazoquinoline (IMQ) conjugate reduced tumor burden at a high dose, it was not fully effective against the aggressive cancer. Therefore, this study developed two advanced co-conjugation technologies by applying new linkers to incorporate highly potent payloads and immune-booting reagents. Notably, these DualADC conjugation platforms enable wider choices of chemo- and immunotherapies and tuning of DARs for further optimization of the drug-to-drug ratio (DDR). The new DualADC will be fully characterized and evaluated herein.

As reported in the literature (24–29), the transmembrane protein CD276 (B7-H3) is associated with invasion, metastasis, poor prognosis, and immune tolerance in cancers (30–34). Our analysis using The Cancer Genome Atlas Breast Invasive Carcinoma (TCGA-BRCA) and ProteomicsDB in this study reveals elevated CD276 transcript levels and significantly higher protein expression in TNBC compared with normal breast tissues. Previous immunohistochemistry (IHC) analysis of tissue microarrays from more than 100 samples from patients with TNBC showed high levels of CD276 expression in >70% of cases (21). Recent clinical trials of GSK5764227 (HS-20093) and ifinatamab DXd (NCT06203210, NCT04145622; refs. 35, 36) for prostate cancer and small cell lung cancer demonstrate that CD276 is a promising target, and the derived ADC has manageable toxicity. We have developed and humanized a unique anti-CD276 mAb (21), showing minimal systemic toxicity and low plasma clearance. This study revealed that our mAb possesses highly favorable drug delivery parameters, that is, cancer-specific targeting and biodistribution, suitable affinity, and effective drug delivery of multiple combinations. Thus, we utilized this antibody to construct DualADCs for cancer therapy.

This study constructed three DualADCs comprising a humanized CD276 mAb for TNBC targeting, a cytotoxic chemotherapeutic agent (microtubule inhibitor or TOPI inhibitor), and an immune-boosting reagent (TLR 7/8 agonist). Robust protocols were established to co-conjugate chemo- and immunotherapy at cysteine and lysine residues. These DualADCs were fully characterized for cancer binding, targeting specificity, receptor affinity, drug internalization, DARs and DDR, and cytotoxicity. Finally, *in vivo* evaluations validated tumor specificity, high therapeutic efficacy, minimal toxicity, and synergistic anticancer mechanisms. Taken together, this study establishes advanced DualADCs and conjugation procedures for novel targeted cancer therapy.

## Materials and Methods

The animal studies in this project were conducted according to the protocols 2023A00000039 and 2022A00000071 approved by the Institutional Animal Care and Use Committee. This research was approved by the Institutional Biosafety Committee at the Ohio State University.

### Cell lines and cell culture media

The human TNBC cell lines, including MDA-MB-231 (ATCC, cat. #HTB-26, RRID:CVCL_0062), MDA-MB-231-firefly luciferase (FLuc; GenTarget, cat. #SC059-Puro, RRID:CVCL_YZ80), MDA-MB-468 (ATCC, cat. #HTB-132, RRID:CVCL_0419), and MDA-MB-468-FLuc-GFP (GeneCopoeia, cat. #SL027, RRID:CVCL_C8XW), were used. These TNBC lines were cultured in Dulbecco’s Modified Eagle Medium supplemented with 10% fetal bovine serum (FBS, v/v) and 1% penicillin–streptomycin (Pen-Strep, v/v). Mouse TNBC cell lines 4T1 (ATCC, cat. #CRL-2539, RRID:CVCL_0125) and 4T1-FLuc (ATCC, cat. #CRL-2539-LUC2, RRID:CVCL_5I85) were grown in RPMI 1640 medium supplemented with 10% FBS and 1% Pen-Strep. The rat breast cancer cell line MAT-B-III (ATCC, cat. #CRL-1666, RRID:CVCL_3475) was cultured in McCoy’s 5A Medium (ATCC, cat. #30-2007) supplemented with 10% FBS and 1% Pen-Strep. The seed cells of Chinese hamster ovary (CHO) K1 for mAb production were maintained in Dynamis medium in 125-mL shaker flasks at an agitation speed of 130 rpm. All cell cultures were maintained at 37°C with 5% or 8% CO_2_ in a humidified incubator (Eppendorf). All cell culture media and bioreagents were purchased from Fisher Scientific unless otherwise specified. All the cell lines were purchased commercially, authenticated with genetic profiling for polymorphic short tandem repeat analysis at the University Genomics Core, and confirmed with an in-house mycoplasma test using PCR primers that amplify sequences of 16S rRNA genes. The latest test date of all cell banks with stock vials of 30 to 100 was November 21, 2022. The length of time between cell thaw of the tested cell bank and use in our experiment was 2 to 3 weeks.

### mAb production

The humanized anti-CD276 mAb was produced using the CHO K1 production line in Dynamis medium, initially supplemented with 4 mmol/L L-glutamine and 6 g/L glucose. Fed-batch mAb production was performed in 2-L benchtop stirred-tank bioreactors with process parameters of 37°C, agitation at 140 rpm, dissolved oxygen at 40%, and pH 7.0. The bioreactor culture was fed with 10% (v/v) of Efficient Feed C nutrients, 4 mmol/L L-glutamine, and 6 g/L glucose. Spent medium was harvested when culture viability dropped to 50% and stored at −80°C until purification. The mAb was purified using liquid chromatography (Bio-Rad) equipped with a 5-mL UNOsphere SUPrA Protein A column. The raw mAb harvest was loaded with mobile phase A (0.02 mol/L Na_3_PO_4_, 0.02 mol/L Na_3_C_6_H_5_O_7_, pH 7.5) and eluted using mobile phase B (0.1 mol/L NaCl, 0.02 mol/L Na_3_C_6_H_5_O_7_, pH 3.0) at a flow rate of 5 to 10 mL/minute. The purified mAb was buffer-exchanged with phosphate-buffered saline (PBS) and concentrated to 2 or 5 mg/mL using a 10 kDa molecular weight cut-off (MWCO) polyethersulfone (PES) ultrafiltration column. The purified mAb was stored at 4°C for the short term or at −20°C for the long term.

### Affinity assay

An indirect ELISA was performed to evaluate the binding affinity of CD276 mAb to the receptors across species (human, monkey, mouse, and rat). Briefly, 96-well high-binding plates were coated with 100 μL of 2 μg/mL CD276 antigen in 50 mmol/L Na_2_CO_3_-NaHCO_3_ buffer (pH 9.6) overnight at 4°C. Commercial receptors derived from human (Sino Biological, cat. #11864-H08H), monkey (MedChemExpress, cat. #HY-P7639), mouse (MedChemExpress, cat. #HY-P70125), and rat (Sino Biological, cat. #80380-R02H) were used. Plates were washed 3 times with PBS containing 0.05% Tween-20 (PBST) and blocked overnight at 4°C with 200 μL per well of 2% BSA in PBS. After washing 3 times with PBST, serial dilutions of humanized CD276 mAb (0–4 μg/mL for human antigen, 0–24 μg/mL for monkey and mouse antigens, and 0–60 μg/mL for rat antigen) were added and incubated for 1 hour at 37°C. Plates were then washed 5 times with PBST and incubated with horseradish peroxidase (HRP)–conjugated anti-human IgG secondary antibody (50 ng/mL; Cell Signaling Technology, cat. #32935) for 30 minutes at 37°C. Then, 100 μL of TMB substrate (cat. #34021, Thermo Fisher Scientific) was added to develop color for 10 minutes at 37°C. The reaction was terminated by adding 100 μL of 1 N H_2_SO_4_, and absorbance was measured at 450 nm using a SpectraMax iD3 plate reader (Molecular Devices).

### Generation of DualADCs and single-payload ADCs

Most linkers, free drugs, and linker–drug conjugates were dissolved in dimethyl sulfoxide at a final concentration of 10 mmol/L and stored at −20°C for long-term use. The cross-linker sulfosuccinimidyl 4-(N-maleimidomethyl) cyclohexane-1-carboxylate (sulfo-SMCC, Thermo Fisher Scientific, cat. #A39268) solution was prepared at a concentration of 22.9 mmol/L using deionized water prior to use. The reducing agent tris(2-carboxyethyl)phosphine (TCEP) hydrochloride was dissolved in deionized water at a final concentration of 5 mmol/L (pH 7.0) and was stable at room temperature for up to 2 weeks. The DualADC construction was performed at 1 to 20 mL scales with a final concentration of 2 or 5 mg/mL. PBS was used as the conjugation buffer for all ADCs in this study.

#### Conjugation of mAb-DM1/IMQ

The 10 mmol/L stock of mertansine (DM1, MedChemExpress, cat. #HY-19792) and mAb conjugation via lysine was performed by adding freshly prepared sulfo-SMCC (22.9 mmol/L) and DM1 to mAb (2 mg/mL) at a molar ratio of 18.2:14:1 (DM1/linker/mAb) and incubated at room temperature for 30 minutes. The mAb-DM1 ADC was purified using a protein A column, desalted via buffer exchange, and concentrated in PBS. Then, mAb-DM1 (5 mg/mL) was fully reduced using TCEP at a molar ratio of 44:1 (TCEP/mAb-DM1) by incubating at 37°C for 30 minutes and cooling at room temperature. The rebridging cleavable linker dibromomaleimide (DBM)-Val-Cit-PABC-PNP was synthesized with the TLR 7/8 dual agonist 1 imidazoquinoline (IMQ) to generate DBM-Val-Cit-PABC-PNP-IMQ using a custom design service (MedChemExpress). Then DBM-Val-Cit-PABC-PNP-IMQ was added to the fully reduced mAb-DM1 at a molar ratio of 20:1 (linker-drug/mAb), and the mixture was incubated at room temperature for 1 hour to completely rebridge mAb and synthesize mAb-DM1/IMQ. Finally, DualADC was purified using a protein A column, desalted, concentrated, and stored at 4°C or −20°C for *in vitro* and *in vivo* evaluations.

#### Conjugation of mAb-DXd/IMQ

First, the mAb-DXd was constructed by adding a 10 mmol/L stock solution of maleimidocaproyl (MC)-GGFG-DXd (MedChemExpress, cat. #HY-13631E) to the fully reduced mAb (5 mg/mL) prepared with TCEP as described above (TCEP/mAb molar ratio of 44:1, MC-GGFG-DXd/mAb molar ratio of 14:1), followed by incubation at room temperature for 1 hour and purification using a protein A column. Next, NHS-Phosphine (Thermo Fisher Scientific, cat. #88900) was added to the purified mAb-DXd at a molar ratio of 14:1 (NHS-Phosphine/mAb-DXd) in reaction A. In a separate reaction B, NHS-Azide (Thermo Fisher Scientific, cat. #88902) and IMQ were mixed at a molar ratio of 28:44.8 (NHS-Azide/IMQ). Both reactions were incubated at 37°C for 1 hour. Finally, mAb-DXd/IMQ was generated by adding the reaction B mixture to the reaction A mixture and incubating at 37°C for 2 to 4 hours to ensure complete conjugation. The DualADC mAb-DXd/IMQ was purified using a protein A column, desalted, concentrated, and stored at 4°C or −20°C for *in vitro* and *in vivo* evaluations.

#### Conjugation of mAb-MMAF/IMQ (control)

The mAb-MMAF/IMQ conjugate was prepared following our previously established protocol (21) with modifications. Briefly, mAb-MMAF (5 mg/mL) was conjugated at cysteine residues at a molar ratio of 7:1 (DBM-MMAF/TCEP reduced mAb) and purified using a protein A column. Next, NHS-Phosphine was added to mAb-MMAF at a molar ratio of 14:1 (NHS-Phosphine linker/mAb-MMAF) in reaction A, and NHS-Azide and IMQ (28:44.8) were mixed in reaction B with 1-hour incubation at 37°C. Finally, reaction B was added to reaction A with incubation at 37°C for 2 to 4 hours to achieve maximal reaction rates. The DualADC mAb-MMAF/IMQ was purified using a protein A column, desalted, concentrated, and stored at 4°C or −20°C for *in vitro* and *in vivo* evaluations.

#### Conjugation of single-payload ADCs (controls)

Five single-payload ADCs, including mAb-DM1 at lysine, mAb-DXd at cysteine, mAb-MMAF at cysteine, mAb-IMQ at lysine, and mAb-IMQ at cystine, were constructed following the procedures described above or our established protocols (9, 20, 21, 37–39).

### Purification of ADCs

In the developed DualADC conjugation procedures, linkers and drugs were used in excess, resulting in mAb conjugation rates of 91% to 100%, as determined by characterization using ultra-performance liquid chromatography–electrospray ionization-tandem mass spectrometry (UPLC-ESI-MS/MS) and high-performance liquid chromatography (HPLC). Single-step protein A purification was employed to purify DualADCs, followed by ultrafiltration with a 10 or 100 kDa PES MWCO membrane, as described before (21). This approach achieved >99% purity of the end product when the mAb conjugation rate exceeded 99%.

### ADC characterizations

#### HPLC

A Shimadzu HPLC system was used to evaluate the conjugation efficiency of ADCs (39). Mobile phase A consisted of 1.5 mol/L (NH_4_)_2_SO_4_ and 50 mmol/L mol/L Na_3_PO_4_ at pH 7.0. Mobile phase B consisted of 50 mmol/L mol/L Na_3_PO_4_ at pH 7.0. ADC samples, with mAb as control, were analyzed using an HIC-Butyl HPLC Column (Thermo Fisher Scientific, cat. #088558) at a mobile phase flow rate of 1 mL/minute and 25°C. The conjugation rate of ADCs was calculated using the following equation:

$$\frac{\text{ADC}}{\text{ADC}\;+\;\text{mAb}}\;\times \;100\%$$ (A)

#### UPLC-ESI-MS/MS

The DARs and DDRs of single-payload ADCs and DualADCs were determined from the MS data collected using UPLC-ESI-MS/MS at Creative Proteomics (Shirley). Analyses were conducted on a Waters Xevo G2 QTOF mass spectrometer coupled with a Waters Acquity UPLC system (Waters). Sample separation was achieved using a 2.1 × 50 mm diphenyl column with a 2.7-μm particle size (HALO Columns). Mobile phase A comprised 0.05% trifluoroacetic acid (TFA) in HPLC-grade water, and mobile phase B comprised 0.05% TFA in acetonitrile. A linear gradient elution was applied: 10% to 20% B from 0 to 1 minute, 20% to 50% B from 1 to 8 minutes, and 50% to 70% B from 8 to 10 minutes. MS was performed in positive ion mode, with data collected over a range of 500 to 6,000 m/z using MassLynx software (version 4.2). Spectra were deconvoluted using ProMass software for MassLynx version 3.0. The homogeneity of DualADCs and single-payload ADCs was evaluated using the DAR distribution profiles, as determined from UPLC-ESI-MS/MS data. Average DAR was calculated as follows:

$$\text{DA}R_{\text{ave}}\;=\;\frac{\sum \left({\text{inte}n\text{sity}}_{i}\;\times \;\text{payload}\;{\text{number}}_{i}\right)}{\sum {\text{intensity}}_{i}}$$ (B)

where intensity_*i*_ represents the peak intensity of ADC_i_ with DAR_i_. DDR was used to estimate the relative therapeutic function of chemotherapy and immunotherapy in the tumor microenvironment. DDR was calculated as follows:

$$\text{DDR}=\frac{{\text{DAR}}_{a}}{{\text{DAR}}_{b}}$$ (C)

where DAR_a_ is the potent payload-to-antibody ratio and DAR_b_ is the immune-boosting reagent-to-antibody ratio.

### Tumor targeting and drug delivery of DualADCs

#### Flow cytometry

Following the established protocol from our previous publications (9, 20, 21, 37, 38, 40), flow cytometry analysis was performed to evaluate the surface receptor binding of humanized anti-CD276 mAb-derived DualADCs. Briefly, 1 × 10^6^ TNBC cells were harvested and resuspended in 100 μL of flow cytometry buffer (1% FBS in PBS). Approximately 1 μg of DualADCs or mAbs labeled with Alexa Fluor 647 (AF647; Thermo Fisher Scientific, cat. #A88068) was added to the suspended cells. After incubation at 37°C for 30 minutes (human cell lines) or 1 hour (rat and mouse cell lines), the stained cells were washed 3 times with 1 mL of flow cytometry buffer and analyzed using a BD LSRFortessa flow cytometer (BD Biosciences) at the university core facility. Data were processed and analyzed using FlowJo software, with gating set to <0.5% fluorescent population in cells without mAb and ADC staining.

#### Live-cell confocal microscopy

Confocal microscopy imaging was performed to visualize the internalization of DualADCs in cancer cells according to our previously reported protocols (9, 20, 21, 37, 38, 40). A total of 1 × 10^6^ MDA-MB-468-FLuc-GFP cells were seeded in 35 mm glass-bottom dishes with 2 mL of medium and incubated overnight. Then, 20 μg of DualADCs labeled with Cy5.5 (Lumiprobe, cat. #7321) was added and incubated at 37°C for 20 hours to allow internalization. Confocal microscope images were acquired to validate DualADC internalization in TNBC cells.

#### *In vivo* imaging system

The live-animal *in vivo* imaging system (IVIS) was used to assess the *in vivo* biodistribution and tumor targeting of DualADC. Mice bearing 50 to 100 mm^3^ human TNBC xenografts were intravenously injected with 240 μg of Cy5.5-labeled DualADC via the tail vein. At 24 hours after injection, D-luciferin was intraperitoneally injected, and both bioluminescent and fluorescent images were acquired. Major organs (brain, heart, lung, spleen, kidneys) and tumors were harvested for *ex vivo* imaging to confirm DualADC distribution.

### *In vitro* cytotoxicity assay

The *in vitro* anticancer cytotoxicity of DualADCs was evaluated using three TNBC cell lines. Human TNBC MDA-MB-231 and MDA-MB-468 cells and mouse TNBC 4T1 cells were seeded in a 96-well plate at densities of 1,000, 10,000, and 500 cells/well in 200 μL of medium, respectively. Cells were treated with DualADCs, single-payload ADCs, or free drugs (controls) at concentrations of 0 to 200 nmol/L or 0 to 500 nmol/L for 5 days. Cell viability was measured using an MTT Cell Proliferation Assay kit according to the manufacturer’s instructions. Absorbance was recorded at 570 nm using a SpectraMax iD3 plate reader (Molecular Devices). Half-maximal inhibitory concentration (IC_50_) values were calculated using GraphPad Prism software (GraphPad).

### 4T1-FLuc xenografted syngeneic mouse models

To establish syngeneic models, 6-week-old female BALB/cJ mice (The Jackson Laboratory, cat. #000651, RRID: IMSR_JAX:000651) were subcutaneously injected with 2 × 10^6^ mouse TNBC 4T1-FLuc cells (*n* = 15/group). Mice with similar tumor volumes (20–50 mm^3^) and without ulceration were randomized into five groups (*n* = 6–8/group). Xenografted mice were treated with 16 mg/kg of mAb-DM1/IMQ, mAb-MMAF/IMQ, mAb-DXd/IMQ, mAb-DXd/IMQ in combination with anti-mouse PD-1 mAb-IMQ, or saline (control). ADCs were intravenously administered via the tail vein every 4 days for a 5-course schedule. Mice with tumor ulceration >2 mm were removed per early removal criteria. Tumor growth and body weight were measured twice a week. Tumor size was measured using digital calipers, and volume was calculated as (length × width^2^)/2. When tumor volume exceeded 1,000 mm^3^ in the control group, mice were euthanized for posttreatment analysis (*n* = 4/group). Tumors and major organs (heart, liver, spleen, lungs, kidneys) were harvested for posttreatment analysis, including histology analysis and bulk RNA sequencing (RNA-seq), as described below.

### MDA-MB-231-FLuc xenografted mouse models

Human TNBC xenografts were generated by subcutaneously implanting 5 × 10^6^ MDA-MB-231-FLuc cells into 6-week-old female Nude mice (J:NU HOM Homozygous for Foxn1<nu>, The Jackson Laboratory, cat. #007850, RRID: IMSR_JAX:007850). When tumor volumes reached 50 to 100 mm^3^, mice carrying similar tumor volumes were randomized into three groups (*n* = 6–8/group). Groups were treated with 16 mg/kg of mAb-DXd/IMQ, 16 mg/kg of mAb-DM1/IMQ, and saline, twice a week via tail vein injection. Tumor volume was measured by digital caliper and calculated as follows: (length × width^2^)/2. Mice were euthanized 30 days after treatment for posttreatment analysis (*n* = 4/group).

### IHC and hematoxylin and eosin staining

#### IHC staining

Normal organ tissue arrays from mouse (cat. #MO1601b), rat (cat. #RAT901b), and cynomolgus monkey (cat. #CyFDA1g) were purchased from TissueArray. Slides were baked at 60°C for 1 hour, deparaffinized in xylene, and rehydrated through graded ethanol. Blocking was performed with 3% hydrogen peroxide in Tris-buffered saline (TBS) for 10 minutes, followed by 5% normal goat serum (cat. #31872, Thermo Fisher Scientific) in TBS for 1 hour. Our humanized anti-CD276 mAb was diluted to 1 μg/mL in TBST containing 5% normal goat serum and applied to the array slides overnight at 4°C. After washing in TBST for 1 hour, goat anti-human IgG secondary antibody-HRP (cat. #31410, Thermo Fisher Scientific), diluted to 1 μg/mL in TBST with 5% normal goat serum, was added and incubated for 1 hour at room temperature. Following TBST washing, metal-enhanced DAB substrate (10×; cat. #34065, Thermo Fisher Scientific), diluted in stable peroxide buffer, was added for color development (10 minutes). Slides were counterstained with Mayer’s hematoxylin, dehydrated in ethanol and xylene, and mounted.

#### Hematoxylin and eosin staining

Hematoxylin and eosin (H&E) staining of paraffin-sectioned slides from harvested organs in animal studies was performed following previously described protocols (21, 37, 40–42).

### Bulk RNA-seq and data analysis

TNBC tumors were harvested from syngeneic models at the study endpoint. Total mRNA was isolated using the RNeasy Plus Mini Kit (QIAGEN). cDNA library construction and bulk RNA-seq were performed at Novogene America using Illumina HiSeq X Ten. Differentially expressed genes between the treatment and control groups were identified using the edgeR package (version 4.6.3) in R. Genes with a false discovery rate (FDR) <0.05 and absolute log_2_ fold change >0.58 (corresponding to a 1.5-fold change) were considered significantly differentially expressed. Multiple testing correction was performed using the Benjamini–Hochberg procedure to control the FDR.

### Statistical analysis

All quantitative data were presented as mean ± standard error of the mean, unless otherwise stated. Dose–response curves were fitted using nonlinear regression, and IC_50_ values were calculated with GraphPad Prism software (version 10.6.1, GraphPad Software) using the standard sigmoidal dose–response (variable slope) model. For comparisons between two independent groups, statistical significance was evaluated using an unpaired, two-tailed Student *t* test. When comparing multiple treatment groups with a single control group, a one-way analysis of variance was performed, followed by Dunnett’s *post hoc* test to identify significant differences from the control. A *P* value of < 0.05 was considered statistically significant.

## Results

### CD276 expression and mAb characterizations

Analysis of the TCGA-BRCA database revealed significantly higher transcript levels of CD276 in TNBC, ER^+^/PR^+^, and HER2^+^ breast cancers compared with normal breast tissue (Fig. 1A). Similarly, ProteomicsDB analysis indicated elevated CD276 protein expression in these breast cancer subtypes relative to normal breast tissue (Fig. 1A). IHC staining of TNBC tissues further confirmed strong membrane expression of CD276 (Fig. 1B). Accordingly, we developed and humanized an anti-CD276 mAb to target TNBC (21) and other cancers (20).

**Figure 1.**
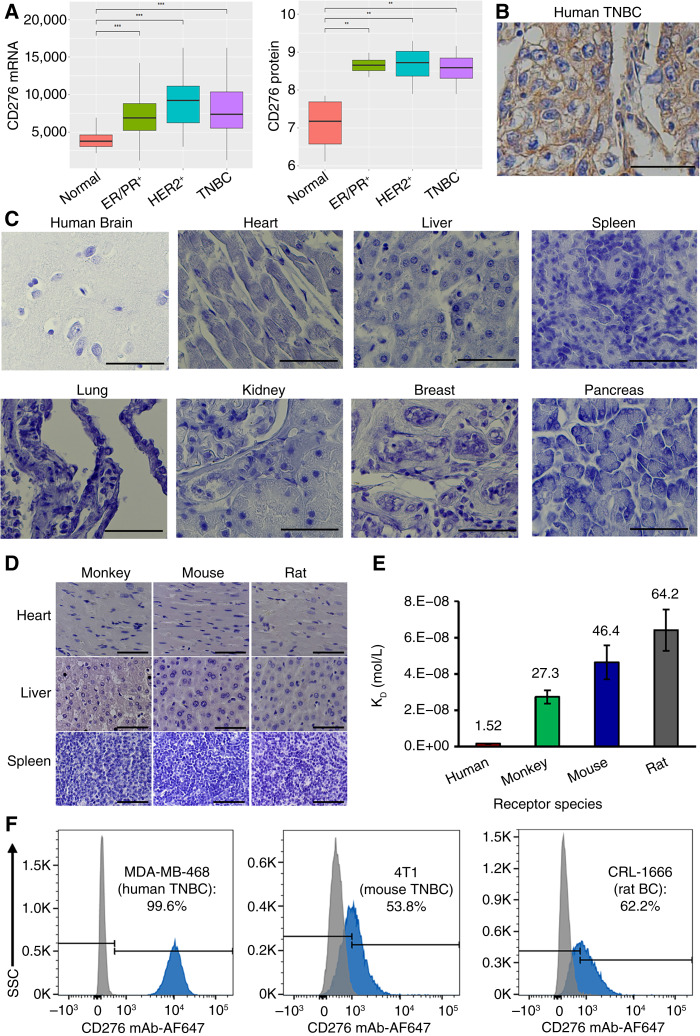
Characterization of CD276 expression and evaluation of humanized CD276 mAb binding and cross-species specificity. **A,** TCGA mRNA and protein analysis of CD276 expression in normal breast and breast cancers. **, *P* < 0.01; ***, *P* < 0.001. **B,** Representative image showing high CD276 expression in human TNBC tissue. Scale bar equals 70 μm. **C,** Representative IHC images of human normal organs stained with our humanized CD276 mAb. Scale bar equals 70 μm. **D,** Representative IHC images of monkey, mouse, and rat normal organs stained with humanized CD276 mAb. Scale bar equals 70 μm. **E,** Binding affinity (K_D_ values) of humanized CD276 mAb for CD276 receptors from human, monkey, mouse, and rat. **F,** Flow cytometry analysis of humanized CD276 mAb binding to the surface of human and mouse TNBC cells and rat breast cancer cells. SSC, side scatter.

IHC staining of normal human tissues (brain, heart, liver, spleen, lung, kidney, breast, and pancreas) demonstrated no or minimal off-target binding by our humanized CD276 mAb (Fig. 1C). IHC staining of heart, liver, and spleen tissues from monkey, mouse, and rat using our humanized mAb also showed minimal binding (Fig. 1D). Importantly, affinity analysis yielded K_D_ values of 1.5 nmol/L for human CD276, 27.3 nmol/L for monkey, 46.4 nmol/L for mouse, and 64.2 nmol/L for rat (Fig. 1E). The single-digit KD value for the human receptor indicated that our humanized anti-CD276 mAb is well suited for delivering potent payloads to tumors with high CD276 expression. These results also demonstrated cross-species reactivity, supporting the use of these species for toxicology studies. The relatively lower affinity for mouse and rat CD276 was attributable to the human-derived immunogen used in antibody development. Flow cytometry analysis showed high surface binding rates for the anti-CD276 mAb in human TNBC MDA-MB-468 cells (99.6%), moderate binding in mouse TNBC 4T1 cells (53.8%), and moderate binding in rat breast cancer MAT-B-III cells (62.2%; Fig. 1F). Collectively, these findings indicate that the CD276 mAb has good affinity, high cancer binding rates, minimal off-target effects, and cross-species reactivity, making it a promising vehicle for the targeted delivery of cytotoxic agents.

### Construction and characterization of DualADCs

#### Humanized CD276 mAb

The volumetric productivity of the humanized anti-CD276 mAb reached 60 mg/L in a 2-L fed-batch bioreactor (Supplementary Fig. S1A). The mAb was purified through protein A affinity chromatography using a liquid chromatography system (Supplementary Fig. S1B).

#### New DualADCs conjugation

Diagrams of DualADC conjugation procedures and HPLC-HIC characterizations were presented in Fig. 2A–F. ESI-MS/MS validation and DAR analysis for cysteine- or lysine-based conjugations of single-payload ADCs are described in Fig. 3A–E. ESI-MS/MS validation, DARs, and DDR analysis for two-site (cysteine and lysine) conjugation of DualADCs are presented in Fig. 3F–H. Additional characterizations using HPLC-HIC (Supplementary Fig. S2A–S2J), flow cytometry (Supplementary Fig. S3), ESI-MS/MS (Supplementary Fig. S4A–S4C), and UPLC (Supplementary Fig. S5A–S5J) are summarized in supplemental figures.

**Figure 2.**
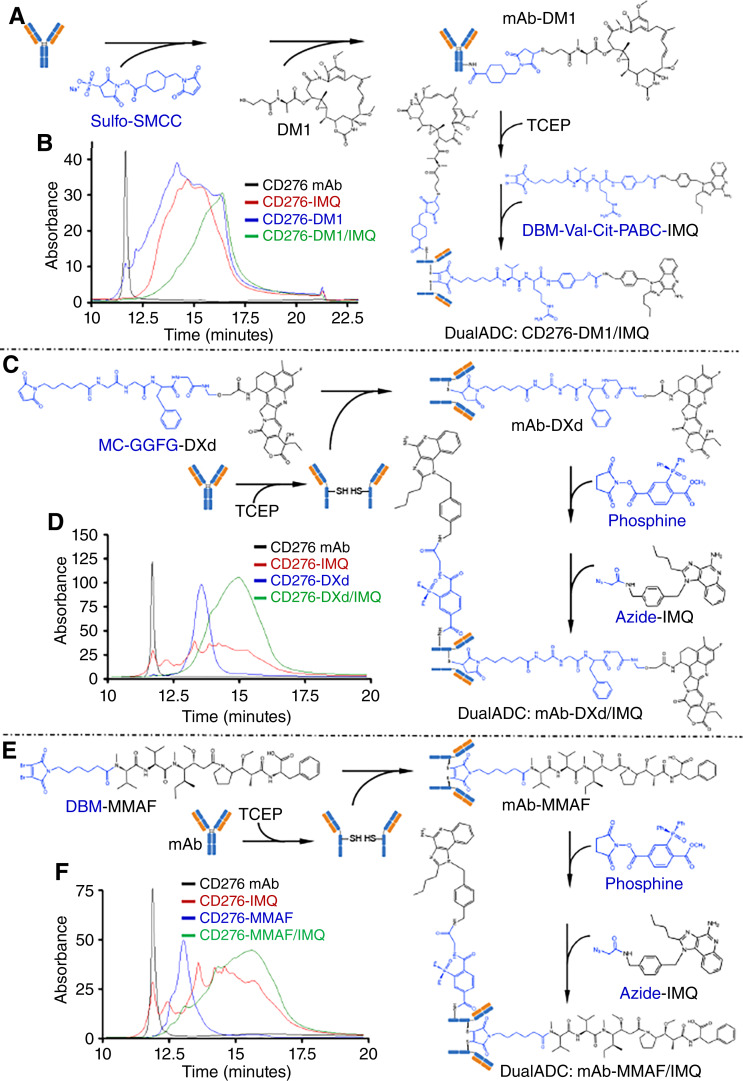
Schematic illustration of DualADC conjugation strategies and HPLC characterization. **A,** mAb-DM1/IMQ: conjugation of DM1 to the mAb via a lysine-based strategy, followed by conjugation of IMQ to the TCEP-reduced mAb-DM1 ADC via a cysteine-based strategy. **B,** HPLC characterization confirming the conjugation of mAb-DM1/IMQ. **C,** mAb-DXd/IMQ: conjugation of DXd to the TCEP-reduced mAb via a cysteine-based strategy, followed by conjugation of IMQ via a lysine-based strategy. **D,** HPLC characterization confirming the conjugation of mAb-DXd/IMQ. **E,** mAb-MMAF/IMQ: conjugation of MMAF to the TCEP-reduced mAb via a cysteine-based strategy, followed by conjugation of IMQ to the mAb-MMAF ADC via a lysine-based strategy. **F,** HPLC characterization confirming the conjugation of mAb-MMAF/IMQ.

**Figure 3.**
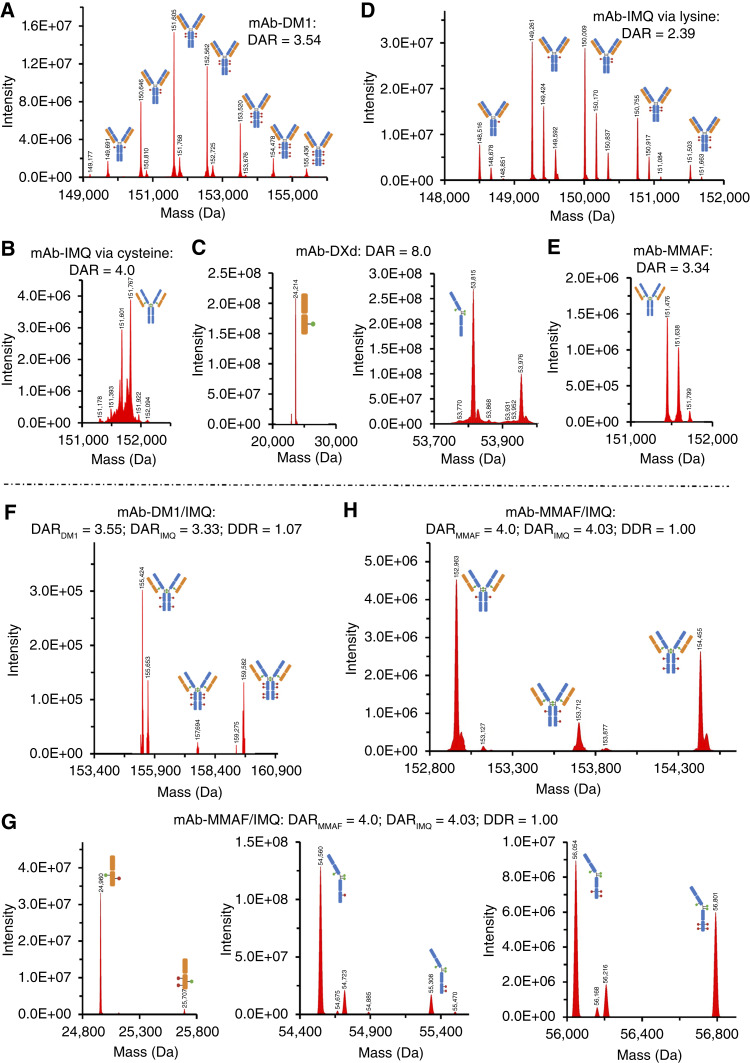
DAR determination and MS spectra of single ADCs and DualADCs using UPLC-MS. **A–E,** MS spectra of single ADCs: (**A**) mAb-DM1 ADC (DAR = 3.54). **B,** mAb-IMQ ADC via cysteine (DAR = 4). **C,** mAb-DXd ADC (DAR = 8). **D,** mAb-IMQ ADC via lysine (DAR = 2.26). **E,** mAb-MMAF ADC (DAR = 3.34). **F–H,** MS spectra of DualADCs: (**F**) mAb-DM1/IMQ with DAR_IMQ_ = 3.33, DAR_DM1_ = 3.55, and DDR = 1.07; (**G**) mAb-MMAF/IMQ with DAR_MMAF_ = 4.0, DAR_IMQ_ = 4.03 and DDR = 1.00. (**H**) mAb-MMAF/IMQ with DAR_MMAF_ = 4, DAR_IMQ_ = 2.36, and DDR = 1.63.

#### mAb-DM1/IMQ

As illustrated in Fig. 2A, DM1 was conjugated via sulfo-SMCC at lysine residues of humanized CD276 mAb to generate mAb-DM1 (DM1/sulfo-SMCC:mAb ratio of 18.2:14:1) in step 1, followed by protein A purification. Subsequently, the mAb-DM1 was conjugated with our novel preconjugated DBM-Val-Cit-PABC-IMQ linker at cysteine residues (IMQ/mAb-DM1 ratio of 20:1) to generate DualADC-DM1/IMQ. The intermediate single-payload mAb-DM1 was validated by HPLC-HIC (Fig. 2A; Supplementary Fig. S2A and S2B), UPLC (Supplementary Fig. S5C), and ESI-MS/MS (Fig. 3A), with mAb as control (Supplementary Figs. S4A and S5A). mAb-DM1 conjugation at lysine exhibited greater heterogeneity, with a conjugate rate of 96.9%. As shown in Fig. 3A and Table 1, DAR_DM1_ ranged from 1 to 8, with an average DAR of 3.54, though major (74.80%) conjugates had DARs of 2 to 4. IMQ conjugation via cysteine residues was confirmed by HPLC-HIC (Fig. 2A; Supplementary Fig. S2C and S2D), UPLC (Supplementary Fig. S5D), and ESI-MS/MS (Fig. 3B). HPLC indicated the cysteine-based mAb-IMQ conjugation rate of 99.9% (Supplementary Fig. S2D), and ESI-MS/MS revealed DAR_IMQ_ of 4 with a homogeneous structure (Fig. 3B). DualADC mAb-DM1/IMQ was first characterized by HPLC with single-payload ADCs as controls (Fig. 2B) and HPLC (Supplementary Fig. S5H), showing a dual-payload conjugation rate of >99.6%. ESI-MS/MS validated two-site (cysteine and lysine) conjugation of dual-payload DM1/IMQ, with DAR_DM1_ of 3.55, DAR_IMQ_ of 3.33, and DDR_DM1/IMQ_ of 1.07 (Fig. 3F).

**Table 1.** DAR distribution, average DAR, and DDR of single-payload ADCs and DualADCs.

ADCs	DAR distribution	Average DAR	DDR
mAb-IMQ (via cysteine)	DAR 4: 100%	4	N/A
mAb-DXd (via cysteine)	Light chain: DAR 1: 100% Heavy chain: DAR 3: 100%	8	N/A
mAb-MMAF (via cysteine)	DAR 2: 1.49% DAR 3: 62.90% DAR 4: 35.61%	3.34	N/A
mAb-DM1 (via lysine)	DAR 0: 0.19% DAR 1: 2.79% DAR 2: 20.49% DAR 3: 30.72% DAR 4: 23.59% DAR 5: 13.26% DAR 6: 6.06% DAR 7: 2.01% DAR 8: 0.89%	3.54	N/A
mAb-IMQ (via lysine)	DAR 0: 0.48% DAR 1: 20.51% DAR 2: 35.99% DAR 3: 29.62% DAR 4: 10.67% DAR 5: 2.74%	2.39	N/A
mAb-DM1/IMQ	DAR 1 IMQ + 3 DM1: 15.37% DAR 2 IMQ + 2 DM1: 10.25% DAR 4 IMQ + 2 DM1: 29.85% DAR 4 IMQ + 3 DM1: 12.64% DAR 4 IMQ + 4 DM1: 4.16% DAR 4 IMQ + 5 DM1: 11.01% DAR 4 IMQ + 6 DM1: 0.17% DAR 4 IMQ + 7 DM1: 14.68% DAR 4 IMQ + 8 DM1: 1.87%	DAR_DM1_: 3.55 DAR_IMQ_: 3.33	1.07
mAb-DXd/IMQ	*Light chain (cleaved)*: DAR 1 DXd + 0 IMQ: 65.53% DAR 1 DXd + 1 IMQ: 31.19% DAR 1 DXd + 2 IMQ: 3.28% *Heavy Chain (cleaved)*: DAR 3 DXd + 0 IMQ: 32.68% DAR 3 DXd + 1 IMQ: 39.67% DAR 3 DXd + 2 IMQ: 19.52% DAR 3 DXd + 3 IMQ: 6.49% DAR 3 DXd + 4 IMQ: 1.50% DAR 3 DXd + 5 IMQ: 0.14%	DAR_DXd_: 8 DAR_IMQ_: 2.90	2.81
mAb-MMAF/IMQ	DAR 4 MMAF + 0 IMQ: 5.42% DAR 4 MMAF + 2 IMQ: 29.36% DAR 4 MMAF + 3 IMQ: 4.60% DAR 4 MMAF + 4 IMQ: 17.38% DAR 4 MMAF + 5 IMQ: 25.72% DAR 4 MMAF + 6 IMQ: 3.14% DAR 4 MMAF + 8 IMQ: 10.98%	DAR_MMAF_: 4 DAR_IMQ_: 4.03	1

Note: DDR is the molar ratio between highly potent payload and immune-boosting reagent.

#### mAb-DXd/IMQ

The TOP1 inhibitor DXd was preconjugated with a protease-cleavable GGFG motif and a MC linker to form the drug-linker MC-GGFG-DXd. This was conjugated to the reduced mAb (DXd/mAb ratio of 14:1) at 5 mg/mL in step 1 (Fig. 2C; Supplementary Figs. S2E and S5E) with mAb as control (Supplementary Figs. S4B, S4C, and S5B). Unlike DBM-based rebridging linkers, the MC maleimide group forms a single thioether bond per payload. ESI-MS/MS demonstrated a DAR_DXd_ of 8.0 (Fig. 3C), and HPLC-HIC confirmed a 99.9% conjugation rate for mAb-DXd (Fig. 2D; Supplementary Fig. S2F). Subsequently, IMQ was linked to mAb-DXd via a Phosphine-Azide linker at its lysine residues in step 2 (Fig. 2C; Supplementary Fig. S2G). ESI-MS/MS, HPLC, and UPLC confirmed the conjugation of IMQ via lysine (Fig. 3D; Supplementary Figs. S2H and S5F). HPLC confirmed DualADC formation with a >99.5% conjugation rate (Fig. 2D). ESI-MS/MS validated successful DXd/IMQ conjugation, with DAR_DXd_ of 8, DAR_IMQ_ of 2.90, and DDR_DXd/IMQ_ of 2.76 (Fig. 3G). HPLC showed heterogeneity in lysine conjugation of IMQ (Fig. 2D; Supplementary Fig. S2H), as confirmed in UPLC analysis (Supplementary Fig. S5I).

#### mAb-MMAF/IMQ

Following our previously developed platform (21) with optimizations, mAb-MMAF was generated via a DBM linker at cysteine (DBM-linker-MMAF/mAb ratio of 7:1) in step 1 and then conjugated with IMQ via a Phosphine-Azide linker at the lysine of mAb-MMAF in step 2 (Fig. 2E). HPLC-HIC showed 99.9% conjugation for mAb-MMAF and >95% for mAb-MMAF/IMQ (Fig. 2F; Supplementary Fig. S2I), consistent with UPLC characterization (Supplementary Figs. S5G and S5J). ESI-MS/MS indicated a homogeneous structure for mAb-MMAF (Fig. 3E; Supplementary Fig. S2J) due to stable thioether bonds. IMQ conjugation at lysine was confirmed by HPLC (Fig. 2F). ESI-MS/MS validated two-site dual-payload conjugation, with DAR_MMAF_ of 4, DAR_IMQ_ of 4.03, and DDR_MMAF/IMQ_ of 1 (Fig. 3H).

### DualADCs homogeneity

Antibody–drug conjugation typically produces a heterogeneous population of ADCs with varying numbers of conjugated payloads. The homogeneity of our constructed DualADCs was assessed by determining DARs and DDR values of the two payloads that were quantified on a Waters Xevo G2 QTOF MS coupled with Acquity UPLC. UPLC separation resolved these conjugated species with different DARs, allowing for the quantification of the relative abundance of each species. Subsequent MS/MS analysis confirmed the number and identity of payloads (i.e., cytotoxic payload or IMQ), allowing for the calculation of DARs.

#### Single-payload ADCs

As summarized in Table 1, cysteine-conjugated ADCs exhibited higher homogeneity with narrow DAR distributions. Specifically, mAb-IMQ (cysteine) had a DAR of 4. mAb-DXd (cysteine) showed a consistent DAR of 8 (100% DAR 1 in the light chain; 100% DAR 3 in the heavy chain) by ESI-MS/MS. mAb-MMAF (cysteine) had 62.90% DAR 3 and 35.61% DAR 4, yielding an average DAR_MMAF_ of 3.34. In contrast, mAb-DM1 (lysine) had DARs ranging from 1 to 7 (2.79%, 20.49%, 30.72%, 23.59%, 13.26%, 6.06%, 2.01%), with an average DAR_DM1_ of 3.54. mAb-IMQ (lysine) showed DARs ranging from 1 to 5 (20.51%, 35.99%, 29.62%, 10.67%, 2.74%), with an average DAR_IMQ_ of 2.39. The DBM rebridging linkers produced homogeneous ADCs.

#### DualADCs

Three DualADCs were constructed in this study. mAb-DM1/IMQ showed greater heterogeneity due to lysine-based DM1 conjugation. Although IMQ conjugation was homogeneous, the DAR of DM1 distributed as 2 (40.10%), 3 (28.01%), 4 (4.16%), 5 (11.01%), and 6 to 8 (16.72%), yielding an average DAR_DM1_ of 3.55, DAR_IMQ_ of 3.33, and DDR_DM1/IMQ_ of 1.07 (Table 1). Representative mass spectra showed DAR pairs like 4:4, 4:6, and 4:8 (IMQ/DM1) in Fig. 3F. For mAb-DXd/IMQ, the average DAR_DXd_ was 8 (1/light chain, 3/heavy chain), DAR_IMQ_ was 2.90, and DDR was 2.76. Representative spectra included the light chain with DXd/IMQ ratios of 1:0 (65.53%), 1:1 (31.19%), and 1:2 (3.28%) and cleaved chain DXd/IMQ ratios of 3:0 (32.68%), 3:1 (39.67%), 3:2 (19.52%), 3:3 (6.49%), and 3:4 (1.50%; Table 1). mAb-MMAF/IMQ had homogeneous MMAF conjugation (DAR_MMAF_ of 4) and relatively heterogeneous IMQ (DAR_IMQ_ of 4.03), with MMAF/IMQ ratios of 4:0 (5.42%), 4:2 (29.24%), 4:3 (4.60%), 4:4 (17.38%), 4:5 (25.72%), 4:6 (3.14%), and 4:8 (10.98%), and an average DDR_MMAF/IMQ_ of 1. Representative spectra showed peaks for 4:2, 4:3, and 4:4 (MMAF/IMQ) in Fig. 3H. UPLC-ESI-MS/MS used in this study had higher resolution to calculate accurate DAR and DDR than previously established HPLC-HIC, MALDI-MS, and UV spectrometry (21). Additionally, the DAR for payloads conjugated at lysine residues exhibited a “low–high–low–high” distribution pattern in the DualADC, in contrast to the Gaussian distribution observed in single-payload ADCs (Table 1), which needs further investigation in the future.

### Cancer specificity and drug delivery of three DualADCs

#### Cancer surface binding

Flow cytometry showed strong surface binding of all three humanized anti-CD276 mAb-derived DualADCs to human and mouse TNBC cell lines. mAb-DM1/IMQ, mAb-DXd/IMQ, and mAb-MMAF/IMQ exhibited binding rates of 99.9%, 100%, and 100% in human MDA-MB-231 cells, comparable with ∼100% for unconjugated mAb (Supplementary Fig. S3). All three DualADCs achieved 100% binding in human MDA-MB-468 cells versus 99.6% for mAb (Fig. 4A). In mouse 4T1 cells, binding rates were 80.9%, 82%, and 62.8%, respectively. Similar to mAb, the binding affinity to mouse TNBC was lower than the affinity to human TNBC but was still significant. These data indicate that dual-payload conjugation preserved cancer cell binding efficiency, suggesting that the conjugation reactions do not disrupt the structural integrity of DualADCs. Consistent with cross-species affinity data (Fig. 1E), binding to mouse TNBC was lower but substantial.

**Figure 4.**
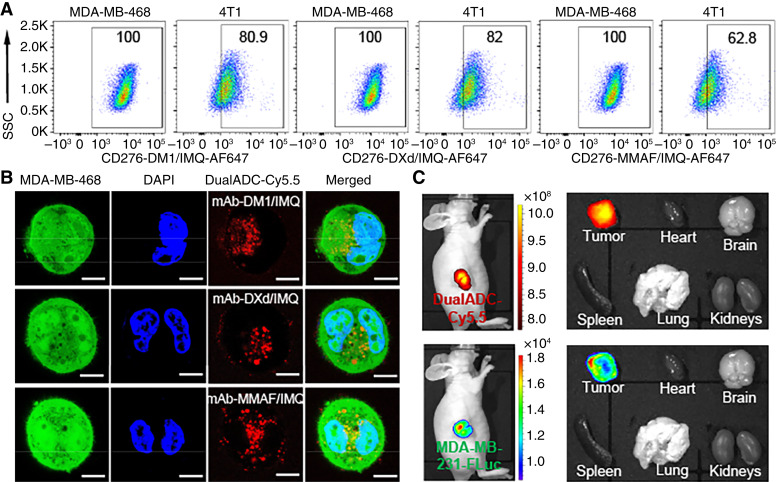
Evaluation of TNBC surface binding, internalization, and *in vivo* targeting of DualADCs. **A,** Flow cytometry analysis of DualADCs binding to the surface of human and mouse TNBC cells. **B,** Confocal microscopy images showing internalization of DualADCs-Cy5.5 in MDA-MB-468 cells. Scale bar, 10 μm. **C,** IVIS imaging of NSG mice xenografted with MDA-MB-231 tumors and harvested major organs following administration of DualADC (mAb-DXd-IMQ)-Cy5.5. SSC, saline sodium citrate.

#### Internalization and drug delivery

The live-cell confocal microscopy revealed effective internalization of Cy5.5-labeled DualADCs (mAb-DM1/IMQ, mAb-DXd/IMQ, mAb-MMAF/IMQ) into TNBC MDA-MB-468-FLuc-GFP cells (Fig. 4B). DualADC fluorescence (red) overlapped with cancer cell cytoplasm (green) at 20 hours after incubation, confirming intracellular payload delivery.

#### *In vivo* tumor targeting

Live-animal IVIS imaging showed DualADC-Cy5.5 (red fluorescence) accumulation in TNBC tumor xenografts expressing FLuc (blue bioluminescence) at 24 hours after tail vein injection (Fig. 4C). *Ex vivo* imaging of harvested organs revealed minimal off-target accumulation in the heart, brain, spleen, lungs, and kidneys, with strong tumor accumulation. Overall, DualADCs demonstrated high surface binding, effective intracellular delivery, and *in vivo* tumor specificity, highlighting their potential for targeted payload delivery.

### Cytotoxicity of DualADCs

Anticancer cytotoxicity of mAb-DM1/IMQ, mAb-DXd/IMQ, and mAb-MMAF/IMQ was assessed in human TNBC MDA-MB-231 and MDA-MB-468 cells, and mouse TNBC 4T1 cells, using free drugs and single-payload ADCs as controls. MTT assay results at drug concentrations of 0 to 200 nmol/L or 0 to 500 nmol/L are summarized in Fig. 5. The cytotoxicity assay results at low drug concentrations of 0 to 40 nmol/L were also performed, but only nine assays showed significant cell death, which is presented in Supplementary Fig. S6. mAb-DM1/IMQ had IC_50_ values of 6.4 to 12.4 nmol/L (MDA-MB-231), 7.5 to 9.2 nmol/L (MDA-MB-468), and 20.6 to 22.3 nmol/L (4T1), similar to or slightly higher than free DM1 (2–19.5, 4–10.9, 3.2–9.9 nmol/L) and mAb-DM1 (2.3–4, 2–6.5, 5.6–6.6 nmol/L; Fig. 5A–C; Supplementary Fig. S6A–S6C). mAb-DXd/IMQ showed IC_50_ values of 129.3 nmol/L (MDA-MB-231), 16.5 nmol/L (MDA-MB-468), and 206.4 nmol/L (4T1), similar to mAb-DXd (125.2, 19.7, 189 nmol/L) due to equivalent DAR_DXd_. Both were less potent than free DXd (11.1–11.6, 8–19.5, 7.5–8.5 nmol/L; Fig. 5D–F; Supplementary Fig. S6D), warranting further evaluation. mAb-MMAF/IMQ exhibited IC_50_ values of 31 nmol/L (MDA-MB-231), 21.6 nmol/L (MDA-MB-468), and 51.6 nmol/L (4T1), lower than mAb-MMAF (208.7, 41.8, 72.3 nmol/L) and free MMAF (142.6, 141.8, 190.4 nmol/L; Fig. 5G–I).

**Figure 5.**
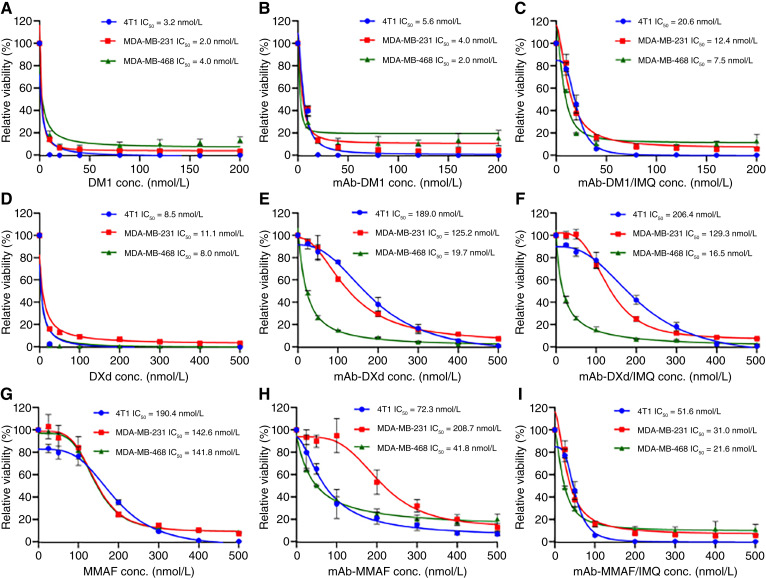
*In vitro* cytotoxicity evaluation of DualADCs. **A–C,** Cytotoxicity of free DM1, mAb-DM1 ADC, and mAb-DM1/IMQ in TNBC cells (*n* = 3). **D–F,** Cytotoxicity of free DXd, mAb-DXd ADC, and mAb-DXd/IMQ in TNBC cells (*n* = 3). **G–I,** Cytotoxicity of free MMAF, mAb-MMAF ADC, and mAb-MMAF/IMQ in mouse TNBC 4T1 cells and human TNBC MDA-MB-231 and MDA-MB-468 cells (*n* = 3).

### Anticancer efficacy of DualADCs in syngeneic models

Therapeutic efficacy of the three DualADCs was evaluated in 4T1-FLuc xenografted BALB/cJ mice at 16 mg/kg (every 4 days for a 5-course schedule). All treatments significantly inhibited tumor growth versus saline, with mAb-DM1/IMQ and mAb-DXd/IMQ completely blocking tumor growth (Fig. 6A). At endpoint (ulceration >2 mm early removal criteria), the average tumor volumes were 12.66 mm^3^ (mAb-DXd/IMQ) and 15.58 mm^3^ (mAb-DM1/IMQ) versus 389.79 mm^3^ (saline) and 164.70 mm^3^ (mAb-MMAF/IMQ; Fig. 6A). No significant body weight differences were observed across groups (Fig. 6B). H&E staining confirmed extensive TNBC cell death in DualADC groups, with viable cells persisting in the saline control (Fig. 6C). H&E staining of major organs (brain, heart, liver, spleen, lungs, kidneys) showed no inflammation, necrosis, apoptosis, or damage in treatment groups (Fig. 6D), indicating manageable toxicity at the DualADC dose of 16 mg/kg following an injection schedule of every 4 days for 5 courses. Therefore, mAb-DM1/IMQ and mAb-DXd/IMQ were selected as promising candidates for further toxicity evaluation in human TNBC xenograft models.

**Figure 6.**
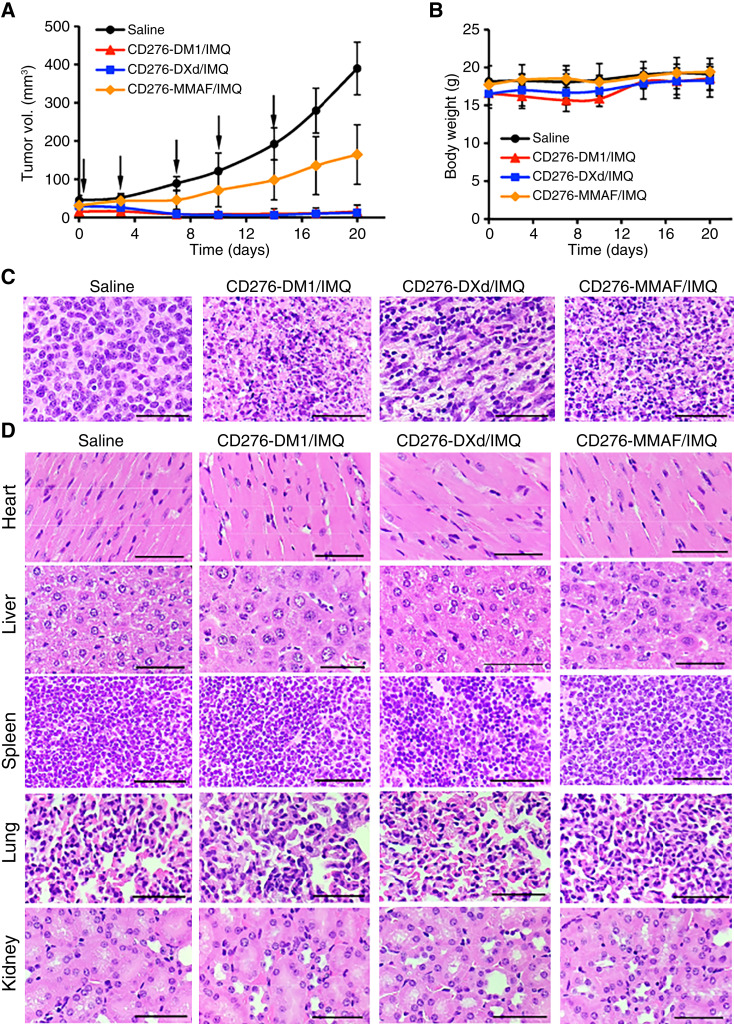
*In vivo* anti-TNBC efficacy of DualADCs in 4T1-Fluc xenograft immunocompetent mouse models. ADCs or saline (16 mg/kg) were i.v. injected via the tail vein. **A,** Tumor volume measurement with black arrows indicating treatments or saline (*n* = 4). **B,** Body weight. **C,** H&E staining of tumor tissues. Scale bar equals 70 μm. **D,** H&E staining of major organs (heart, liver, spleen, lung, and kidney) collected at the endpoint of the *in vivo* study. Scale bar equals 70 μm.

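4T1-FLuc is a mouse TNBC cell line carrying firefly luciferase, and the paper injected it subcutaneously into immunocompetent female BALB/cJ mice. mAb-DXd/IMQ is a CD276-targeting antibody that carries DXd, a TOP1 inhibitor, and IMQ, an imidazoquinoline that the paper calls an agonist of TLR7 and TLR8. It was given intravenously at 16 mg/kg every 4 days for 5 courses, and control mice received saline. Tumors were harvested at the study endpoint. The paper reports a far smaller average tumor volume with mAb-DXd/IMQ than with saline by then, and extensive cell death in treated tumors. Group differences here therefore cannot be separated from differences in tumor size or cell death. RNA from 4 tumors per group was sequenced, and the authors deposited the number of reads counted on each mouse gene in each tumor, without normalization. The count table held 54532 genes with Ensembl identifiers and GRCm38 coordinates. Total counts were between 45019927 and 69582375 in saline tumors and between 34591912 and 51625237 in mAb-DXd/IMQ tumors, with medians of 52893388.5 and 44580777. The groups overlapped in total counts (exact permutation test, two-sided, p = 0.171). The smallest abundance that 3 counts can show was between 0.0431 and 0.0867 CPM (counts scaled to library size) in these tumors, a floor that covers counting error only. The sample labels give no sequencing batch, so no comparison within batches was possible.

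Counts were normalized with edgeR's TMM factors, which lay between 0.939 and 1.07. The filterByExpr function kept 18511 genes. Differential expression was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at the paper's thresholds of FDR 0.05 and absolute log2 fold change 0.58. The paper's text names edgeR and these thresholds but not the edgeR test, the normalization, or the filter, and the code it lists on Code Ocean was not used here. Standard errors of log2 fold changes are approximate, since they were derived from the test statistic. Lists of immune genes were scored in each tumor as the mean log2 CPM over the genes of the list, with a prior count of 2. Group means of these scores were compared by two-sided exact permutation tests over the 70 assignments of the 8 tumors, for which 0.0286 is the smallest p. The biological coefficient of variation across genes was 0.273. The first principal component held 26.0% of the variance of log2 CPM and separated the groups (exact permutation test, p = 0.0286).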

The TNBC tumors that were treated with mAb-DXd/IMQ and saline (control) were harvested to perform bulk RNA-seq analysis (Supplementary Fig. S7). Multiple immune response pathways were upregulated by DualADC, including T-cell proliferation, selection, and activation; CD4^+^ T-cell proliferation; B-cell activation and proliferation; immunoglobulin production; leukocyte activation and mediated immunity; and lymphocyte proliferation and activation. This result confirmed the upregulation of tumoral immunity by DualADC.

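The gene ontology annotation behind Supplementary Fig. S7 was not used here, so lists of marker genes were scored instead. Of the 10 immune lists, 9 had a lower mean score in mAb-DXd/IMQ tumors than in saline tumors and 1 had a higher mean score. The T-cell list, which holds 28 genes including Cd3d, Cd3e, Cd28, Lck, Zap70, and Trac, scored 2.28 ± 0.27 (SD, n = 4 tumors) in saline tumors and 1.47 ± 0.28 (SD, n = 4) in mAb-DXd/IMQ tumors. The difference was -0.81, and 4 of 4 mAb-DXd/IMQ tumors scored below every saline tumor (exact permutation test, p = 0.0286). Of the 28 genes, 26 were lower and 2 were higher. With each tumor left out in turn, the difference stayed between -0.95 and -0.68, a wider range than any other alternative on the log2 CPM scale gave. The score of the CD4 T-cell list was 2.16 ± 0.20 in saline tumors and 1.53 ± 0.39 in mAb-DXd/IMQ tumors, a difference of -0.63 (exact permutation test, p = 0.0571). The list includes Foxp3 and Ctla4, which overlap the genes Flicr and Rpl18-ps1, and the counts on these neighbors were 25.3% and 39.3% of their own. The list of cytotoxic lymphocyte genes differed by -0.092, less than the SD within either group (exact permutation test, p = 0.514).

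The B-cell gene Ms4a1 had 49 counts in all saline tumors together and 10 in all mAb-DXd/IMQ tumors, too few for testing. The B-cell list scored -0.21 ± 0.53 (SD, n = 4) in saline tumors and -0.12 ± 0.29 (SD, n = 4) in mAb-DXd/IMQ tumors over its 12 tested genes. This difference of 0.096 was within the spread between tumors (exact permutation test, p = 0.714), and it was -0.37 when every gene of the list with a count was included. The immunoglobulin production list scored 2.42 ± 1.03 and 1.19 ± 0.26, a difference of -1.23 (exact permutation test, p = 0.0571). Counts on immunoglobulin gene segments summed to 118 ± 145 CPM (SD, n = 4) in saline tumors and 15.6 ± 4.56 CPM (SD, n = 4) in mAb-DXd/IMQ tumors. The saline tumors ranged from 11.5 to 326 CPM, and the SD among them exceeded the group difference of -102.1 CPM (exact permutation test, p = 0.143). Without the fourth saline tumor, the difference was -32.5 CPM. Counts on T-cell receptor gene segments were 40.7 ± 7.36 CPM (SD, n = 4) in saline tumors and 28.2 ± 5.33 CPM (SD, n = 4) in mAb-DXd/IMQ tumors (exact permutation test, p = 0.0857).

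Among leukocyte lists, the neutrophil score differed by -0.69 and the score of dendritic cell and MHC class II genes by -0.58 (exact permutation tests, p = 0.0571 for both). Macrophage and monocyte genes differed by -0.31, which was less than the SD of 0.65 among saline tumors (exact permutation test, p = 0.40). Of these genes, 21 were lower and 0 were higher, and the difference was between -0.60 and -0.079 with each tumor left out. Activating immune receptors and cytokines, such as Cd28, Icos, and Cd86, differed by -0.19 (exact permutation test, p = 0.171). Inhibitory immune receptors and regulators, such as Pdcd1, Cd274, and Lag3, differed by -0.41, with 4 of 4 mAb-DXd/IMQ tumors below every saline tumor (exact permutation test, p = 0.0286). With the median over genes in place of the mean, this difference was -0.031. Together with lists for payload responses and for tissues, 20 lists were compared. An exact permutation p under 0.05 was reached by 3 of them, and a Benjamini-Hochberg adjusted p under 0.05 by 0, with an adjusted p of 0.127 for the T-cell list. With 4 tumors per group, at least 12 of the 20 lists would have to reach the smallest p for an adjusted p under 0.05.

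**Figure D1:**
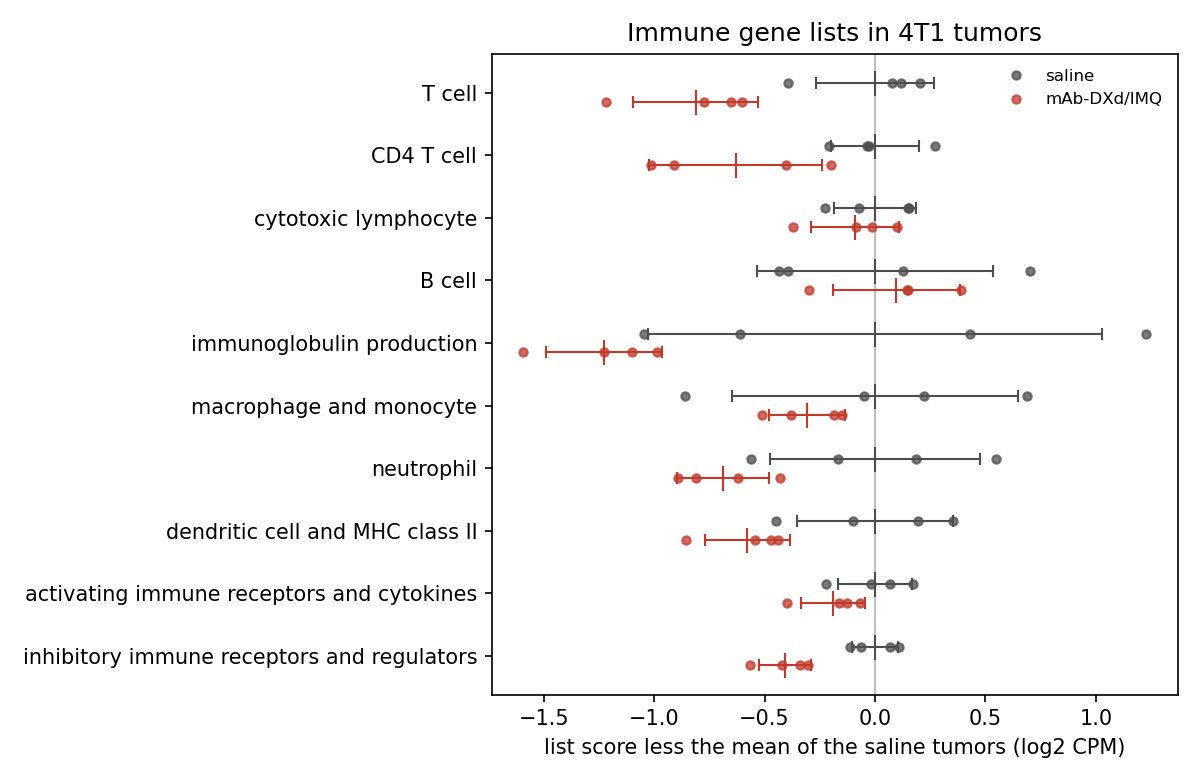
Scores of the 10 immune gene lists in each tumor, as log2 CPM less the mean of the saline tumors. Points are tumors (n = 4 per group), vertical ticks are group means, and horizontal bars are SDs; for the T-cell list, the 4 mAb-DXd/IMQ tumors lie below the 4 saline tumors, with a mean difference of -0.81.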

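Between mAb-DXd/IMQ and saline tumors, 197 genes passed both thresholds, of which 101 were higher and 96 were lower in mAb-DXd/IMQ tumors. Without adjustment, 3503 genes had p under 0.05. The groups did not overlap for 195 of the 197 genes. Groups without overlap occurred for 13.1% of tested genes, against 2.86% by chance. The number of genes depended on the test, from 7 with edgeR's glmTreat against the same fold change to 787 with DESeq2.

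The markers of T cells Cd4 and Cd8a were lower in mAb-DXd/IMQ tumors. Cd4 (ENSMUSG00000023274, chromosome 6 from 124864692 to 124888221) had 7.29 ± 2.05 CPM (SD, n = 4) in saline tumors and 1.94 ± 0.205 CPM (SD, n = 4) in mAb-DXd/IMQ tumors, a log2 fold change of -1.91 (standard error 0.25, adjusted p = 0.0201 from edgeR). Cd8a (ENSMUSG00000053977, chromosome 6 from 71373427 to 71379173) fell from 34.6 ± 4.62 CPM to 14.8 ± 3.15 CPM, a log2 fold change of -1.22 (standard error 0.17, adjusted p = 0.0201 from edgeR). Each passed the thresholds in 17 of 23 alternatives, including 5 of the 8 fits that left out 1 tumor, but not with a replicate block. The immunoglobulin kappa constant gene Igkc (ENSMUSG00000076609, chromosome 6 from 70726435 to 70726966) had 39.6 ± 59.4 CPM in saline tumors and 0.941 ± 0.329 CPM in mAb-DXd/IMQ tumors. Its log2 fold change was -5.40 (standard error 1.14, adjusted p = 0.0489 from edgeR), and it passed the thresholds in 10 of 22 alternatives, including 1 of the 8 fits that left out 1 tumor. These were the only genes past the thresholds among the 29 tested of 31 drug targets and marker genes that had been listed beforehand. When the adjustment covered this list alone, 11 genes had an adjusted p under 0.05, of which 3 were higher (Isg15, Cdkn1a, and Prf1) and 8 were lower, including Cd3e, Ifng, and Foxp3. The pan-leukocyte gene Ptprc had a log2 fold change of -0.16 (standard error 0.17, adjusted p = 0.676), which was 0.036 after a correction for gene length and GC content that was added after the data were seen.

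Among genes with non-overlapping groups and a mean of at least 8 CPM, the 4 largest rises were in granzyme genes on chromosome 14. Gzmd (ENSMUSG00000059256, from 56129556 to 56132608) rose from 12.6 ± 3.07 CPM to 125 ± 42.5 CPM, a log2 fold change of 3.31 (standard error 0.25, adjusted p = 0.000938). The log2 fold changes of Gzmg, Gzmf, and Gzmc were 4.01 (standard error 0.45), 3.86 (standard error 0.34), and 2.67 (standard error 0.27). Gzmb, on the same chromosome, had 34.0 ± 19.9 CPM and 48.7 ± 11.9 CPM, a difference no larger than the spread between tumors (adjusted p = 0.461). The largest falls were in Ighg1 (log2 fold change -6.38, standard error 1.26), Igkc, Slc6a2 (-2.25, standard error 0.46), and Scara5 (-2.11, standard error 0.37). From the upregulated pathways in Supplementary Fig. S7, the paper concludes that the DualADC upregulated tumoral immunity.

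**Figure D2:**
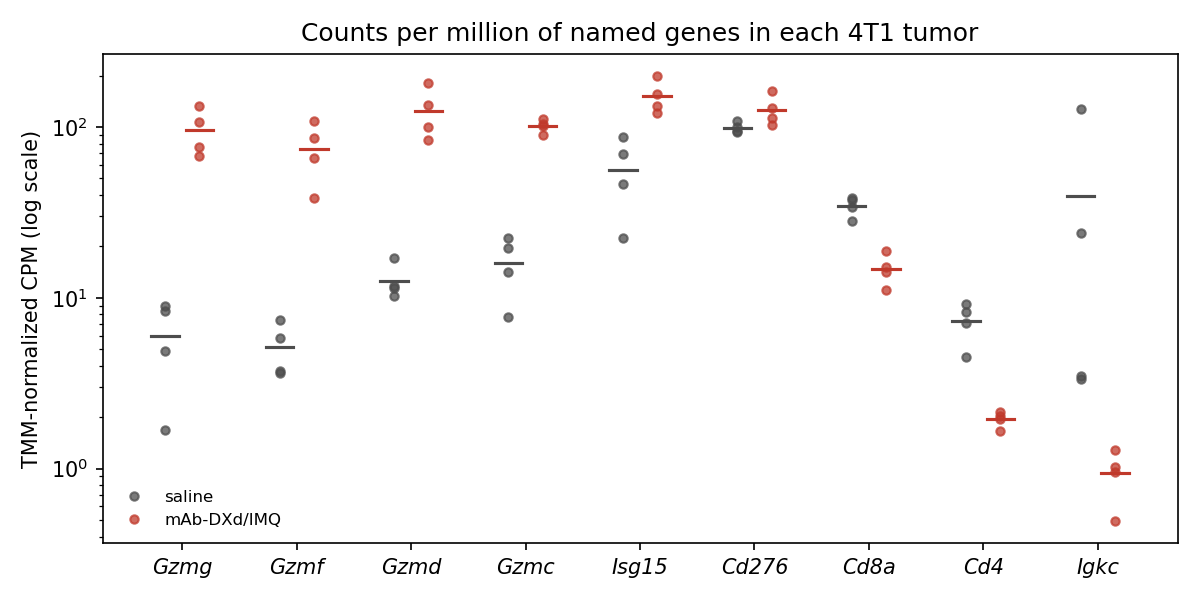
TMM-normalized CPM of 9 genes in each tumor on a log axis. Points are tumors (n = 4 per group) and bars are group means; Gzmd rose from a mean of 12.6 to 125 CPM, and Cd4 fell from 7.29 to 1.94 CPM.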

### Anticancer efficacy of DualADCs in human TNBC xenograft models

Antitumor efficacy of DualADCs was further validated in human TNBC xenografted mouse models. Female nude mice bearing MDA-MB-231-Fluc tumors were treated with mAb-DXd/IMQ or mAb-DM1/IMQ at a dose of 16 mg/kg, with saline as control. DualADCs were injected through the tail vein twice a week. Both DualADCs completely regressed human TNBC xenograft tumors without regrowth for 16 days after stopping treatment (Fig. 7A). Body weights had no drop throughout the treatment period (Fig. 7B), indicating tolerable toxicity. There were no tumor samples available in the treatment groups at the end for histology and other posttreatment analyses. These results demonstrate that our newly developed DualADCs in this study are highly effective against aggressive TNBC cancers.

**Figure 7.**
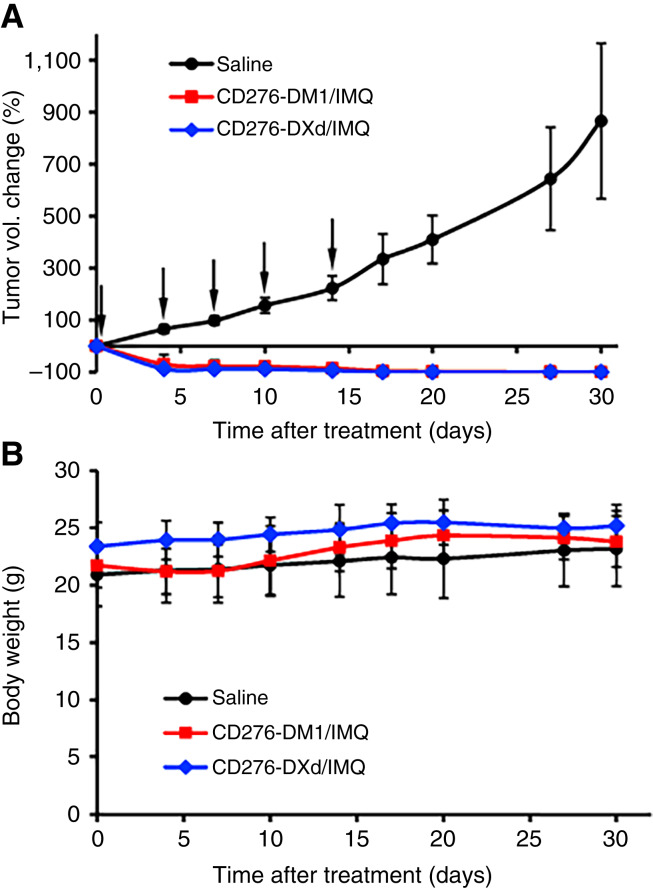
*In vivo* anti-TNBC efficacy of DualADCs in MDA-MB-231-FLuc xenograft immunocompromised mouse models. ADCs (16 mg/kg) were i.v. injected via the tail vein. **A,** Tumor volume measurement with black arrows indicating treatments or saline (*n* = 4). **B,** Body weight.

## Discussion

In this study, we developed and characterized two novel DualADCs using a humanized anti-CD276 mAb for the treatment of TNBC. Unlike conventional single-payload ADCs, our DualADCs combine cytotoxic chemotherapy, such as well-established agents DM1, DXd, and MMAF in this study (and SN-38, MMAE, and PBD dimer in ongoing work), with an immune-boosting reagent, such as the TLR 7/8 agonist IMQ. This design for targeted chemoimmunotherapy enhances ADC efficacy against aggressive, heterogeneous, and/or drug-resistant cancers by integrating synergistic mechanisms: direct killing of cancer cells and tumoral immune activation within a single molecule. The targeted delivery of dual payloads via our humanized and engineered mAb, which exhibits excellent drug delivery properties, addresses key challenges of standard chemotherapy, including severe adverse effects, limited specificity, narrow therapeutic windows, and the development of drug resistance.

Besides our previous DualADC published in 2024 (21), several different DualADCs have been developed as advancements over conventional ADCs. For example, Yamazaki and colleagues (22) engineered an anti-HER2 mAb-derived ADC in 2021 by linking two similar cytotoxic payloads, namely, MMAF and MMAE. This construction relies on single specific-site conjugation and incorporates two potent drugs with a ratio of 1:1. Recently, McKertish and Kayser (23) conjugated two microtubule inhibitors (DM1 and MMAE) to an anti-HER2 mAb using cysteine and lysine residues in 2023, whereas Wilski and colleagues (43) linked MMAF and the TOPI inhibitor SN-38 with one mAb in 2025. However, neither of these two recent studies provides full characterization, validation, and evaluation.

A key innovation of our DualADC platforms, compared with these reported DualADCs, lies in the two-site (cysteine and lysine residues) conjugation, achieved through optimized procedures and novel linker designs, enabling control of DARs and DDR. Mass spectrometry confirmed efficient conjugation, with average DAR values of 2 to 4 for IMQ and 3 to 8 for cytotoxic payloads. Our conjugation technologies allow rational selection of potent payloads and immune regulators to achieve synergistic effects, with the capability of optimizing DARs and DDRs to maximize anticancer efficacy. Cysteine conjugation via the DBM linker yielded homogeneous ADCs. Our custom linkers (Phosphine-Azide and cleavable DBM-Val-Cit-PABC) for TLR agonist conjugation provide flexibility for dual-payload designs. Another advantage is that our all-in-one chemo-immunotherapeutic DualADCs incorporate a humanized anti-CD276 mAb that blocks immune checkpoints, a TLR agonist that engages innate and adaptive immunity, and cytotoxic payloads with diverse anticancer mechanisms. Unlike those studies, we conducted comprehensive characterizations using multiple analytic methods to validate dual-payload conjugation, accurately determining DARs and DDRs for all DualADCs and single-payload ADCs, which enable the tuning of DDR between the two drugs. Our optimized protocols achieved a high mAb conjugation efficiency of 91 to 99+%.

The favorable pharmacologic performance of our three DualADCs was validated both *in vitro* and *in vivo*. These DualADCs exhibited high cancer specificity, appropriate affinity, targeted payload delivery, potent anticancer cytotoxicity, and high therapeutic efficacy in mouse models. For instance, all three DualADCs demonstrated nanomolar IC_50_ values against human and murine TNBC cell lines. In contrast to our prior single-payload ADCs, these DualADCs significantly suppressed or eliminated tumor growth in both immunocompetent and immunocompromised models. Toxicity appeared minimal, as evidenced by the absence of systemic effects, body weight loss, or organ damage. 

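Lists of genes chosen as possible responses to the payloads were scored in the same tumors. The paper describes DXd as a TOP1 inhibitor and IMQ as a TLR7/8 agonist. Whether IMQ acted on the mouse receptors was not tested here. RNA levels of Tlr7, Tlr8, and Top1 give the amounts of target transcripts and do not measure payload activity. The interferon-stimulated list holds 29 tested genes, including Isg15, Ifit1, Mx1, and Oas2. It scored 5.91 ± 0.74 (SD, n = 4) in saline tumors and 6.76 ± 0.10 (SD, n = 4) in mAb-DXd/IMQ tumors, with 27 genes higher and 2 lower. The difference of 0.85 placed 4 of 4 mAb-DXd/IMQ tumors above every saline tumor (exact permutation test, p = 0.0286, adjusted p = 0.127 over the 20 lists compared). Without the second saline tumor, whose score was the lowest, the difference was 0.51. Genes of TLR7/8 signaling and the NF-kB response, including Myd88, Nfkb1, Tnf, and Il6, differed by -0.21 (exact permutation test, p = 0.114). Tlr7 and Tlr8 had log2 fold changes of -0.20 (standard error 0.38) and -0.92 (standard error 0.34), with adjusted p of 0.823 and 0.183, and the value of Tlr7 was 0.20 in 1 of the fits that left out a tumor. The p53 and DNA damage response list differed by 0.15 (exact permutation test, p = 0.0571), and by -0.087 with the median over genes. RNA came from whole tumors, so this list cannot tell a response of tumor cells from one of host cells. The p53 target Cdkn1a rose from 35.0 ± 6.25 CPM to 52.4 ± 6.99 CPM, a log2 fold change of 0.58 (standard error 0.15, adjusted p = 0.0702). The cell cycle list differed by 0.30, with 29 of 30 genes higher (exact permutation test, p = 0.114). Top1, which encodes the target of DXd, had a log2 fold change of -0.20 (standard error 0.11, adjusted p = 0.361). After the correction for gene length and GC content, its log2 fold change was -0.046. Cd276, the target of the antibody, had 99.1 ± 6.50 CPM (SD, n = 4) in saline tumors and 126 ± 26.0 CPM (SD, n = 4) in mAb-DXd/IMQ tumors, a log2 fold change of 0.35 (standard error 0.14, adjusted p = 0.214).

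**Figure D3:**
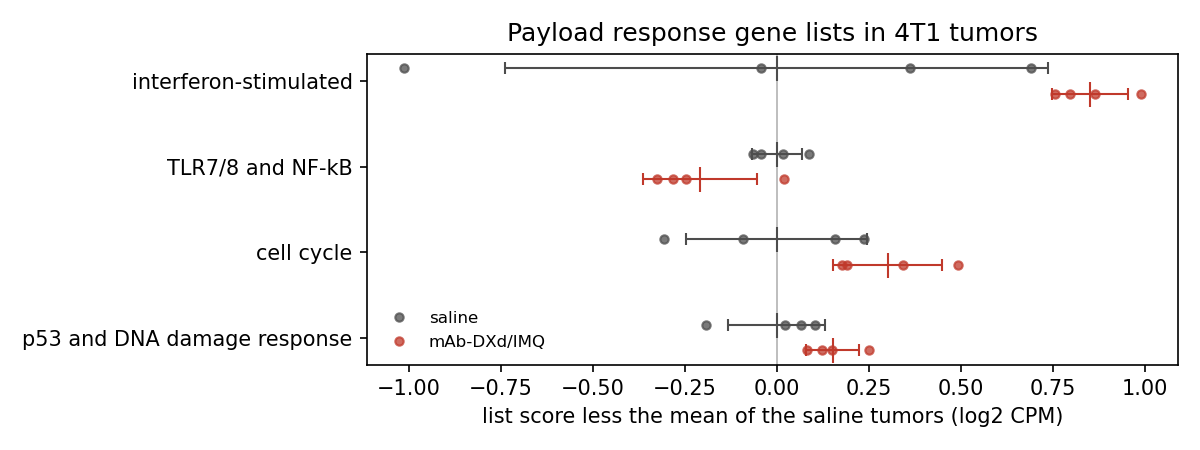
Scores of the 4 payload response lists in each tumor, as log2 CPM less the mean of the saline tumors. Points are tumors (n = 4 per group), vertical ticks are group means, and horizontal bars are SDs; the interferon-stimulated list has a mean difference of 0.85.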

Codelivery of cytotoxic and immune-boosting payloads was confirmed by bulk RNA-seq of tumor samples from animal studies, which revealed upregulation of multiple immune response pathways in the tumor microenvironment.

Despite these promising results, several challenges remain. First, this study evaluated DualADC efficacy using tumor xenografts. Our DualADCs combine the cancer-targeting capability of the mAb, direct cytotoxicity from DXd, DM1, or MMAF, and tumoral immunity upregulation by the TLR agonist, which could address advanced cancer proliferation and resistance. Thus, we plan to develop distant and spontaneous metastatic models in humanized mice for further assessment in the future. Second, only one therapeutic dose (16 mg/kg) was tested here, as our prior pharmacokinetics and tolerability studies on the control DualADC conjugated with MMAF and IMQ demonstrated high circulatory stability (t_1/2_ = 1.21–2.99 days, C_max_ = 21.39–93.37 μg/mL, D = 6.48–16.66 mg/kg, and τ = 5.13–7.10 days) and a safety margin of up to 32 mg/kg in mouse models (21). Future studies will examine efficacy at lower doses (4–16 mg/kg) and toxicity at higher doses (16–40 mg/kg) to define a safe and effective therapeutic window. We can leverage our mAb’s cross-species reactivity (human, mouse, rat, monkey) by using rat syngeneic models with rat breast cancer xenografts for toxicology, pharmacokinetics, and pharmacodynamics studies, alongside commercial human organoids for toxicity testing. Third, linker and drug circulation stability will be assessed in mouse models and human serum, with an advanced pharmacokinetics model developed to analyze data and predict optimal dosing and scheduling. Fourth, cancer-targeted delivery and potential bystander effects in the tumor microenvironment for both payloads will be investigated using advanced analytics (e.g., UPLC-ESI-MS/MS) in the future. Fifth, we will explore limiting steps and key parameters for large-scale DualADC conjugation in stirred-tank bioreactors. Kinetics models will simulate dual-payload conjugation, identify scale-up factors, and examine interactions between two-site conjugations, aiming for high rates and yields, minimal precipitation, greater homogeneity, and balanced cost–quality. Large-scale conjugations will validate these models. Finally, we plan to collaborate with machine learning experts to develop an AI model for accurate DualADC structure analysis and conjugation heterogeneity prediction.

In summary, we present a novel class of CD276-targeted DualADCs that integrate chemotherapy and immunotherapy into a single molecule. These DualADCs demonstrate potent antitumor activity, selective tumor targeting, and minimal off-target toxicity in preclinical TNBC models. The combination of two payloads could improve the treatment benefits of heterogeneous cancers and potentially increase patient response rates. The robust and scalable DualADC conjugation procedures can be easily scaled up to pilot and large-scale production. Our three platforms can also be readily adapted to other mAbs, peptides, and drugs, representing promising next-generation ADCs for targeted anticancer chemo-immunotherapy.

## Supplementary Material

Figure S1 Figure S1 shows production and purification of humanized CD276 mAb.

Figure S2 Figure S2 shows single ADCs structure and HPLC characterization.

Figure S3 Figure S3 shows evaluation of cancer surface binding by DualADCs.

Figure S4 Figure S4 shows MS spectra of intact mAb and fully reduced mAb.

Figure S5 Figure S5 shows Ultra Performance Liquid Chromatography (UPLC) chromatogram used to identify peaks prior to subsequent MS analysis.

Figure S6 Figure S6 shows in vitro cytotoxicity evaluation at low drug concentrations.

Figure S7 Figure S7 shows bulk RNA-Seq analysis of immune functions in TME.

## Data Availability

The data generated in this study are available from the corresponding author upon request. The bulk RNA-seq data generated in this study are publicly available in the Gene Expression Omnibus with accession number GSE312957 at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE312957. The transcript data of CD276 in TNBC in this study were obtained from the TCGA-BRCA dataset, and CD276 protein expression data were obtained from ProteomicsDB. The bulk RNA-seq reproductive code was deposited to Code Ocean at https://codeocean.com/capsule/6252809/tree/v1. All materials used in the study are commercially available, except for the anti-CD276 mAb and single-payload ADCs and DualADCs. The Nude (J:NU HOM Homozygous for Foxn1<nu>) and BALB/cJ female mice were purchased from The Jackson Laboratory.

# Supplementary material for: Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy
**Source:** Cancer Res Commun. 2026 Apr 21;6(4):898–912. doi: 10.1158/2767-9764.CRC-26-0059
**Supplement:** Figure S1 — shows production and purification of humanized CD276 mAb.

**
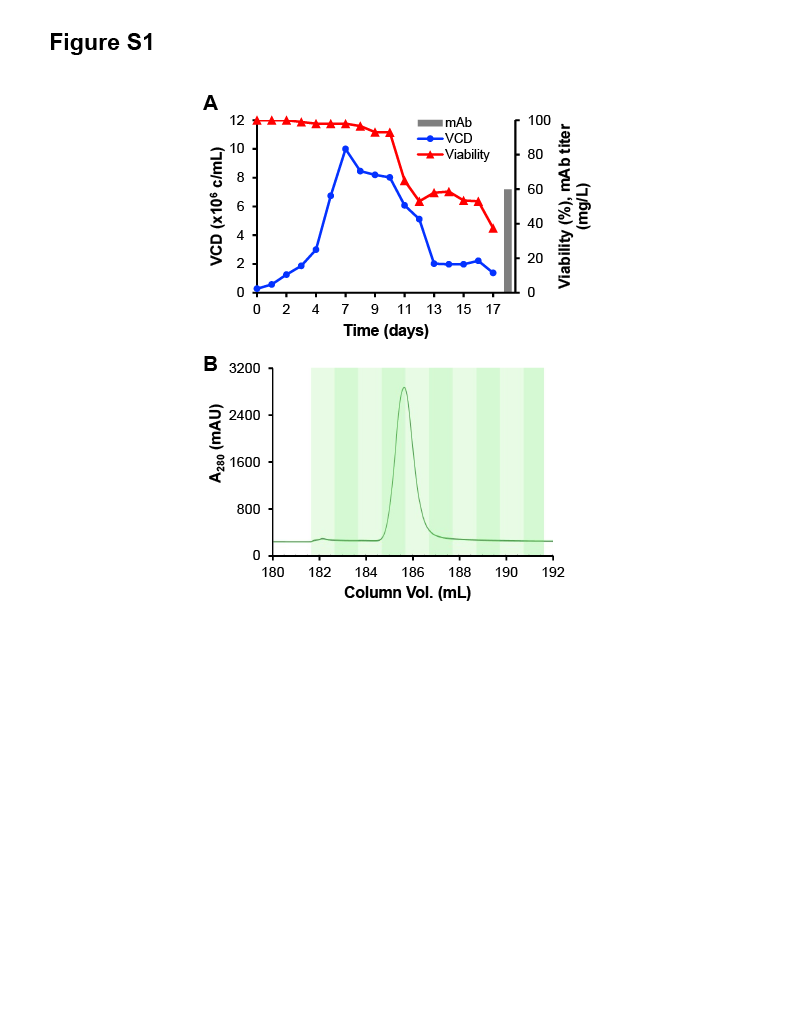
**

**Figure S1. Production and purification of humanized CD276 mAb.** (**A**) CD276 mAb production in CHO cells cultured in a 2-L bioreactor under controlled conditions (37 °C, 140 rpm, 40% DO, pH 7.2). (**B**) Purification of CD276 mAb using liquid chromatography equipped with protein A column.

# Supplementary material for: Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy
**Source:** Cancer Res Commun. 2026 Apr 21;6(4):898–912. doi: 10.1158/2767-9764.CRC-26-0059
**Supplement:** Figure S2 — shows single ADCs structure and HPLC characterization.

**
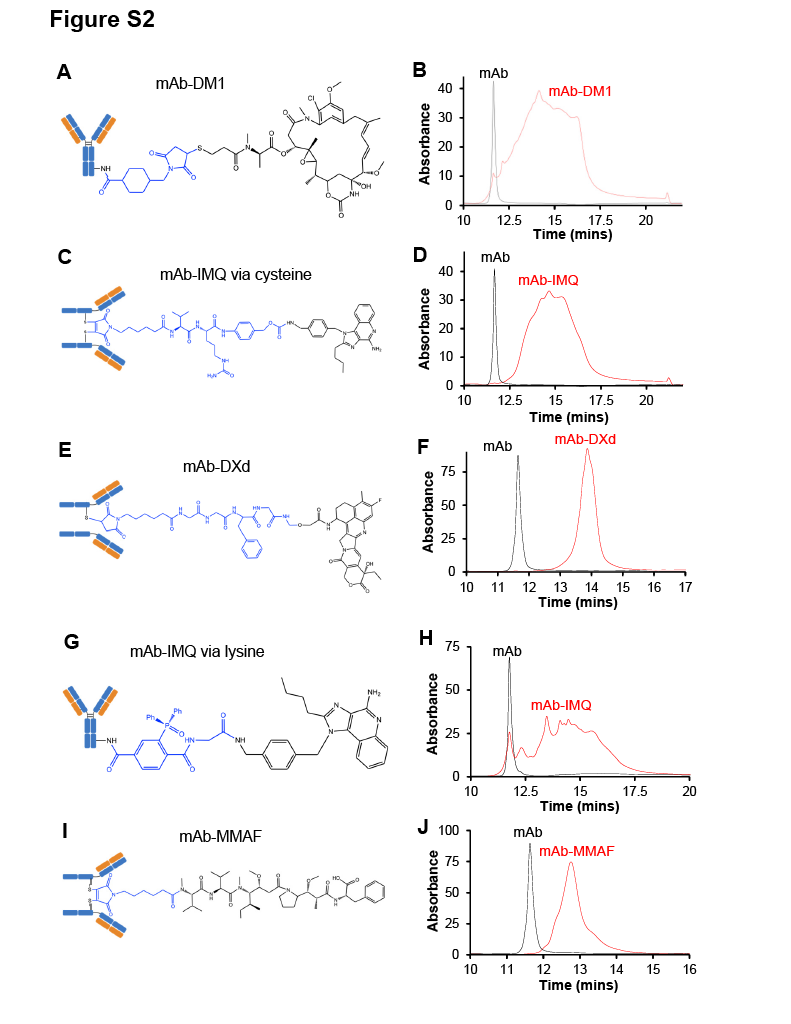
**

**Figure S2. Single ADCs structure and HPLC characterization.** (**A**) mAb-DM1 structure. (**B**) HPLC confirmation of mAb-DM1 conjugation. (**C**) mAb-IMQ ADC via cysteine structure. (**D**) HPLC confirmation of mAb-IMQ ADC via cysteine conjugation. (**E**) mAb-DXd ADC structure. (**F**) HPLC confirmation of mAb-DXd ADC conjugation. (**G**) mAb-IMQ ADC via lysine structure. (**H**) HPLC confirmation of mAb-IMQ ADC via lysine conjugation. (**I**) mAb-MMAF ADC structure. (**J**) HPLC confirmation of mAb-MMAF conjugation.

# Supplementary material for: Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy
**Source:** Cancer Res Commun. 2026 Apr 21;6(4):898–912. doi: 10.1158/2767-9764.CRC-26-0059
**Supplement:** Figure S3 — shows evaluation of cancer surface binding by DualADCs.

**
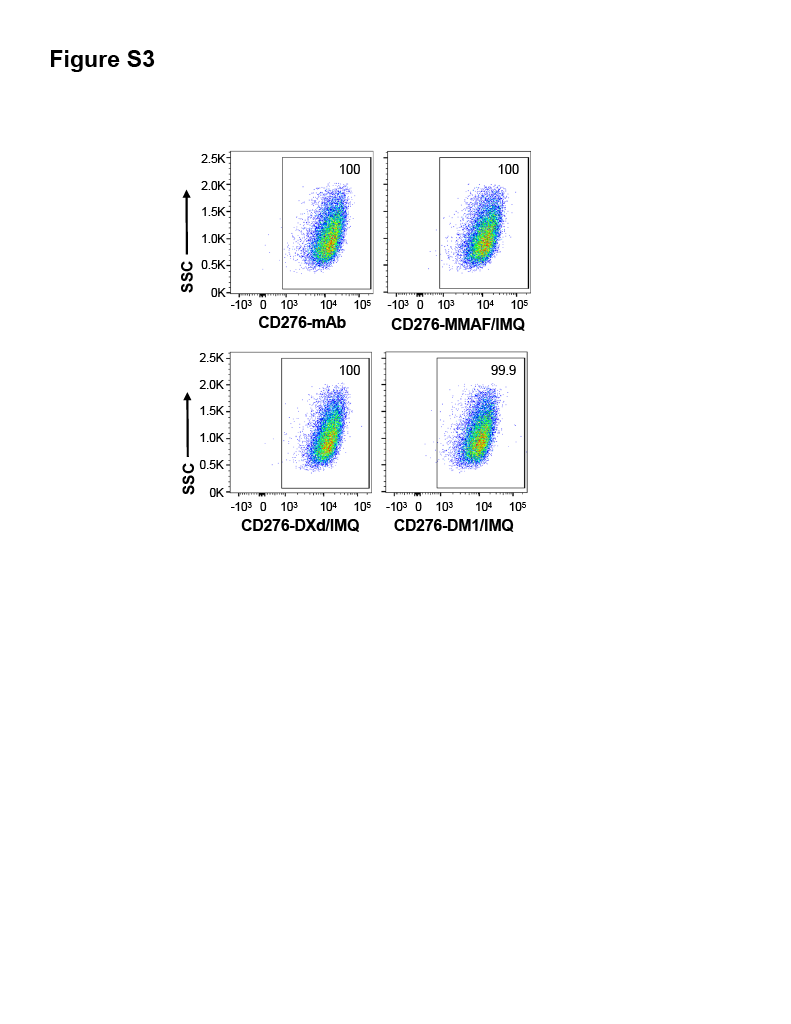
**

**Figure S3. DualADCs binding evaluation.** Flow cytometry analysis of mAb and DualADCs binding to the surface of human TNBC MDA-MB-231 cells.

# Supplementary material for: Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy
**Source:** Cancer Res Commun. 2026 Apr 21;6(4):898–912. doi: 10.1158/2767-9764.CRC-26-0059
**Supplement:** Figure S4 — shows MS spectra of intact mAb and fully reduced mAb.

**
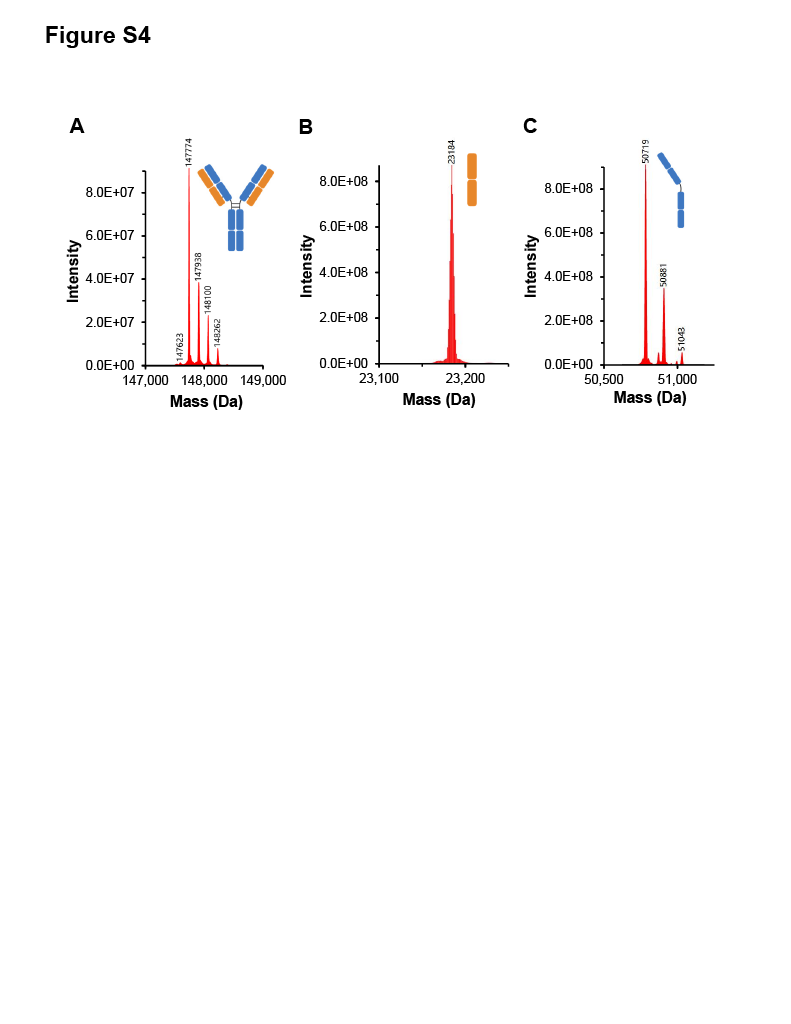
**

**Figure S4. MS spectra of intact mAb and fully reduced mAb.** (**A**) MS spectra of intact mAb. (**B**) MS spectra of reduced mAb light chain. (**C**) MS spectra of reduced mAb heavy chain.

# Supplementary material for: Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy
**Source:** Cancer Res Commun. 2026 Apr 21;6(4):898–912. doi: 10.1158/2767-9764.CRC-26-0059
**Supplement:** Figure S5 — shows Ultra Performance Liquid Chromatography (UPLC) chromatogram used to identify peaks prior to subsequent MS analysis.

**
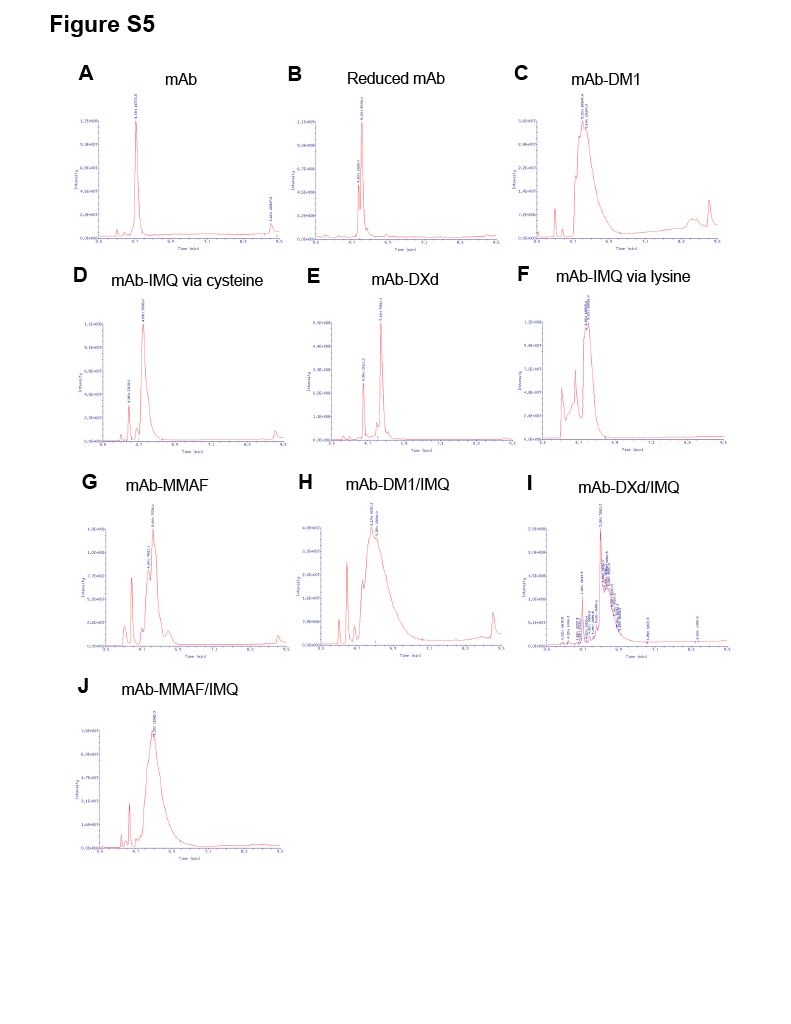
**

**Figure S5. Ultra performance liquid chromatography chromatogram used to identify peaks prior to subsequent MS analysis.** (**A**) Intact mAb. (**B**) Reduced mAb. (**C**) mAb-DM1 ADC. (**D**) mAb-IMQ ADC via cysteine ADC. (**E**) mAb-DXd ADC. (**F**) mAb-IMQ via lysine ADC. (**G**) mAb-MMAF ADC. (**H**) mAb-DM1/IMQ. (**I**) mAb-DXd/IMQ. (**J**) mAb-MMAF/IMQ.

# Supplementary material for: Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy
**Source:** Cancer Res Commun. 2026 Apr 21;6(4):898–912. doi: 10.1158/2767-9764.CRC-26-0059
**Supplement:** Figure S6 — shows in vitro cytotoxicity evaluation at low drug concentrations.

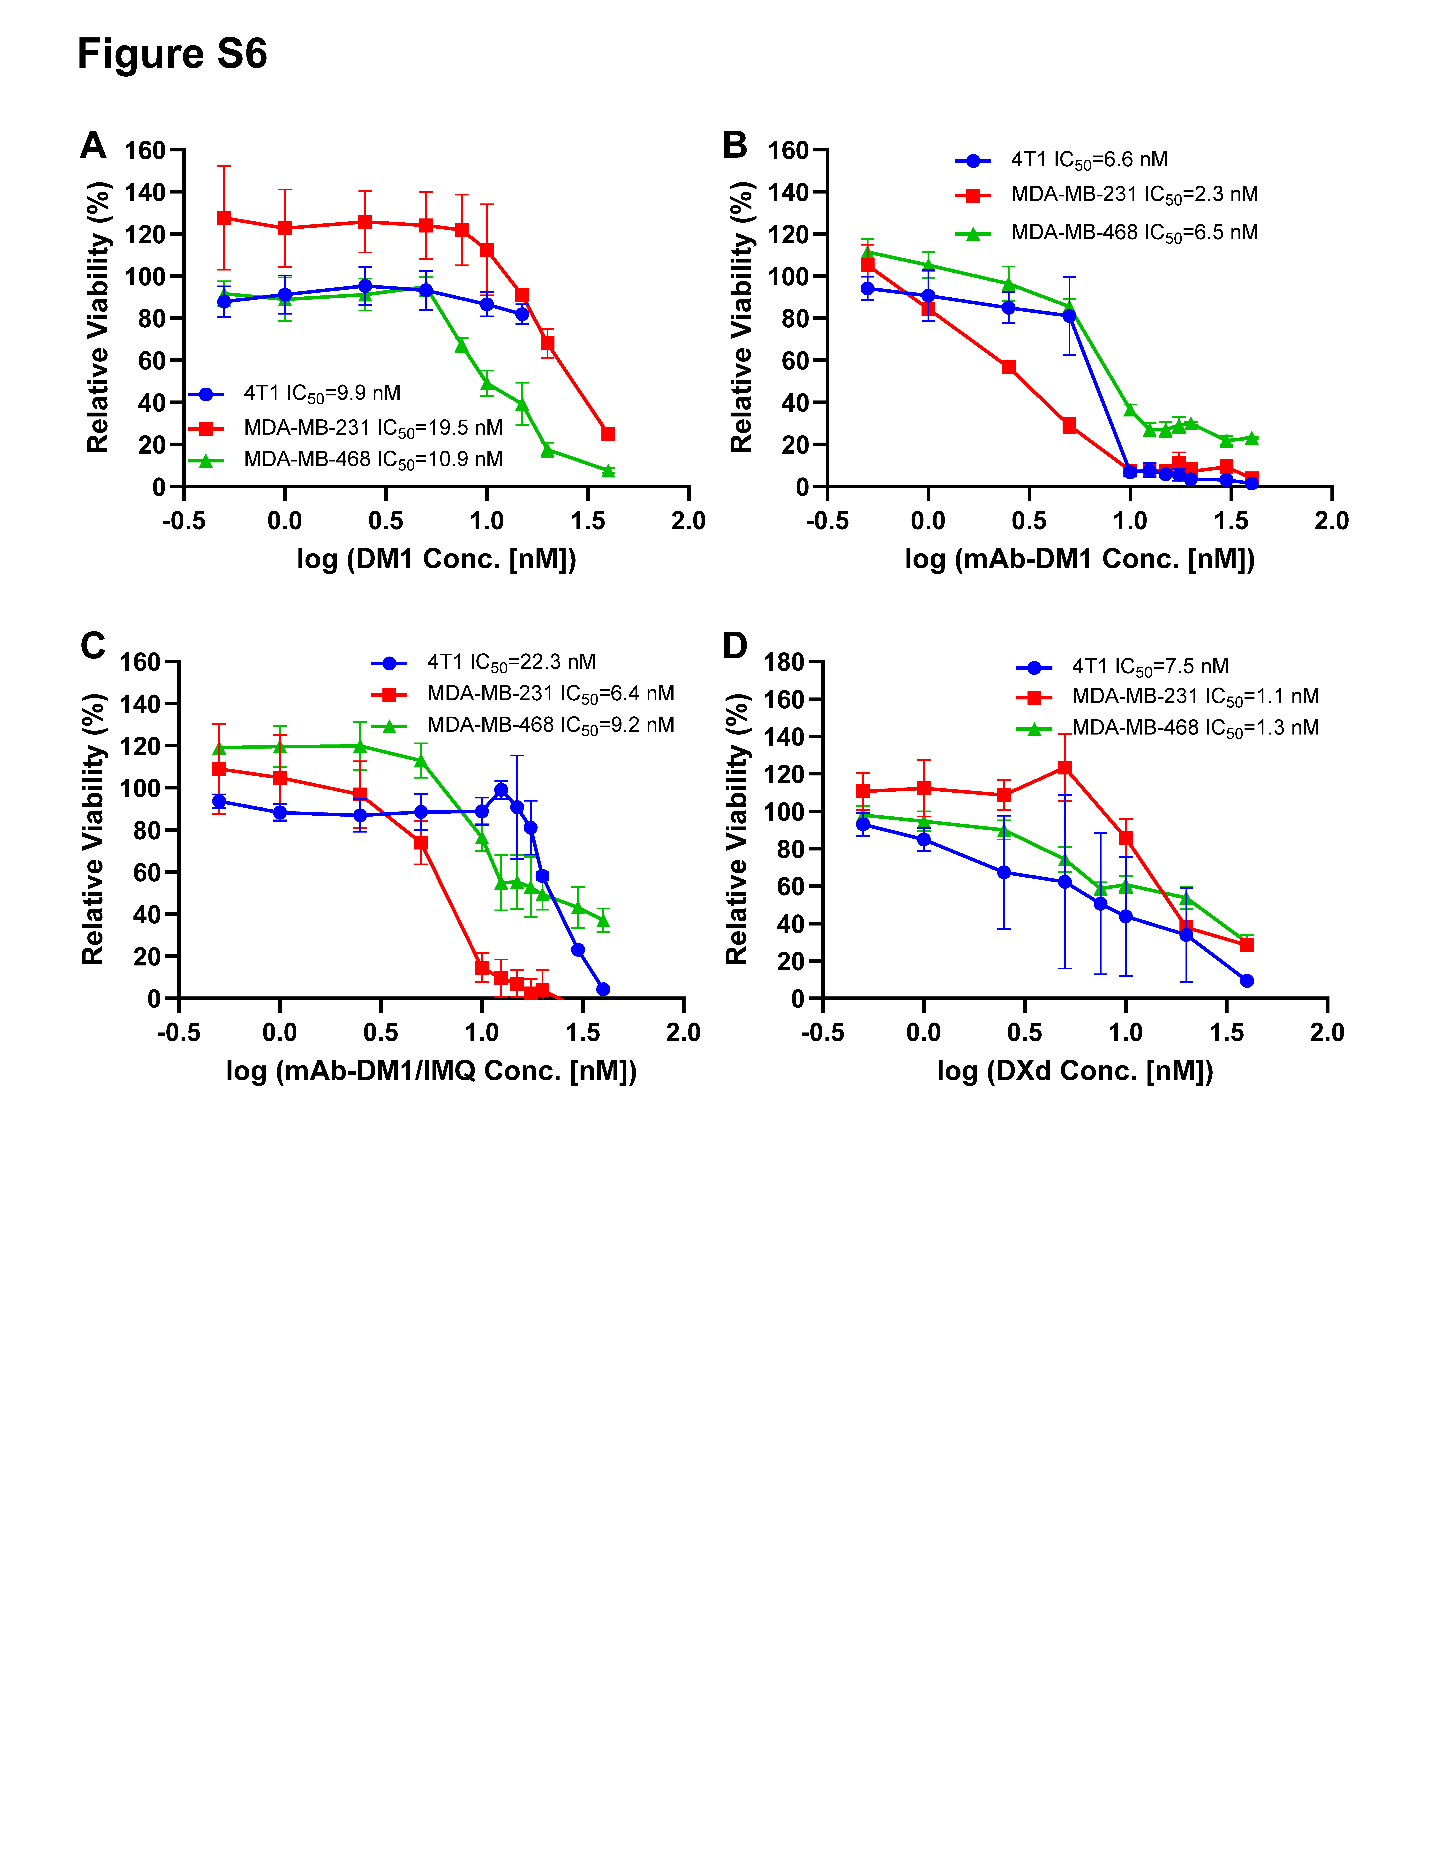

**Figure S6. *In vitro* cytotoxicity evaluation at low drug concentrations.** (**A-C**) Cytotoxicity of free DM1, mAb-DM1 ADC, and mAb-DM1/IMQ in TNBC cells (n=3). (**D**) Cytotoxicity of free DXd in TNBC cells (n=3).

# Supplementary material for: Advanced CD276-Targeting Dual-Payload Antibody–Drug Conjugates for Cancer Therapy
**Source:** Cancer Res Commun. 2026 Apr 21;6(4):898–912. doi: 10.1158/2767-9764.CRC-26-0059
**Supplement:** Figure S7 — shows bulk RNA-Seq analysis of immune functions in TME.

**
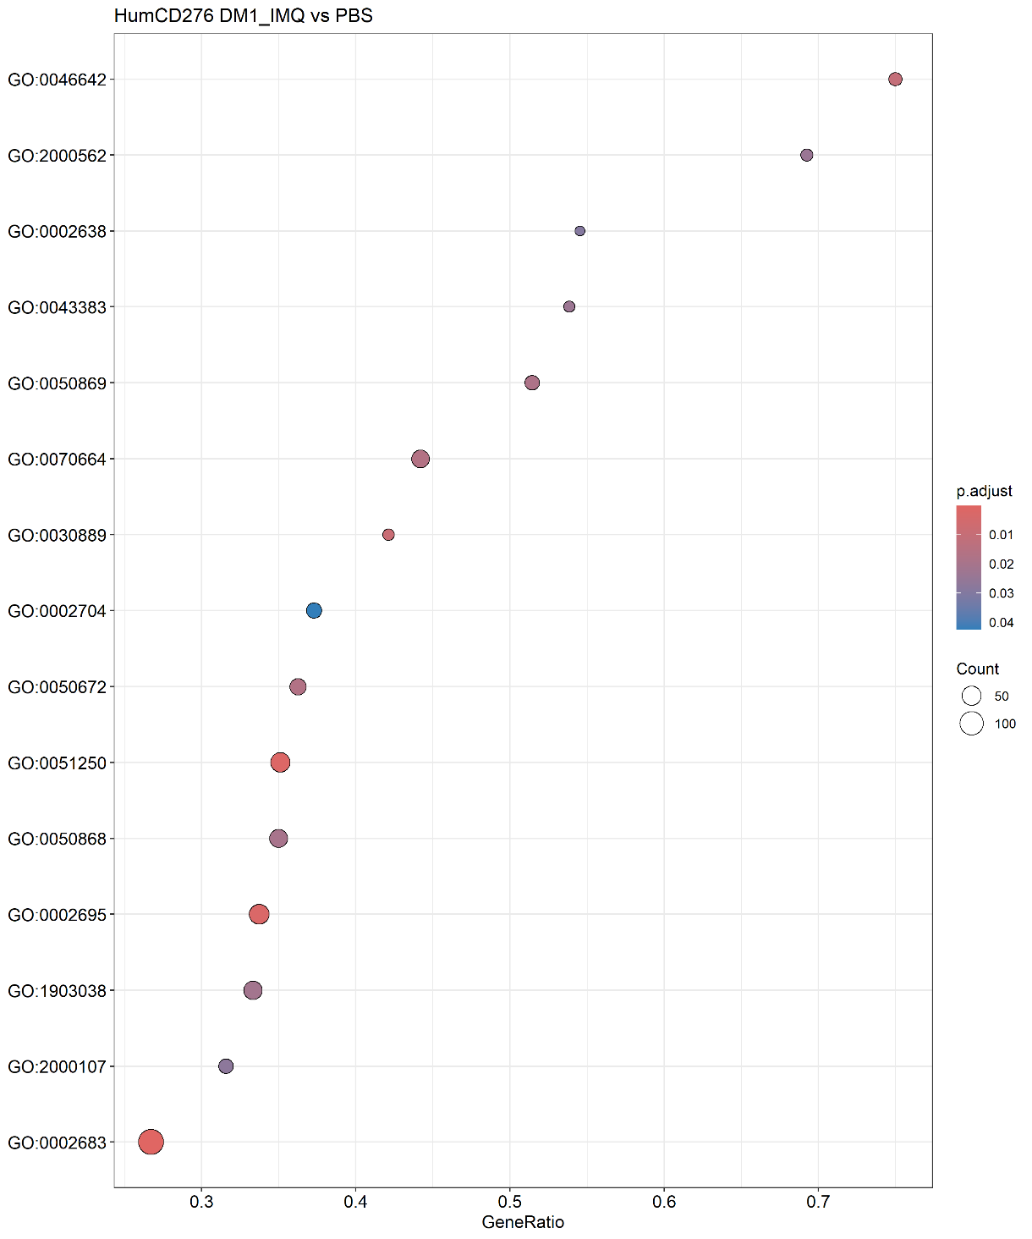
**

**Figure S7. Bulk RNA-Seq analysis of immune upregulation in TME.** The comparison was performed between mAb-DXd/IMQ group and saline group. n=4/group. GO 0046642: regulation of alpha-beta T cell proliferation; GO 2000562: regulation of CD4-positive, alpha-beta T cell proliferation; GO 0002683: regulation of immune system process; GO 0043383: T cell selection; GO 0050869: regulation of B cell activation; GO 0070664: regulation of leukocyte proliferation; GO 0030889: regulation of B cell proliferation; GO 0002704: regulation of leukocyte mediated immunity; GO 0050672: regulation of lymphocyte proliferation; GO 0051250: regulation of lymphocyte activation; GO 0050868: regulation of T cell activation; GO 0002695: regulation of leukocyte activation; GO 1903038: regulation of leukocyte cell-cell adhesion; GO 2000107: regulation of leukocyte apoptotic process; GO 0002638: regulation of immunoglobulin production.

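The plot in Supplementary Fig. S7 lists gene ontology (GO) terms by identifier. Each dot gives a gene ratio, a number of genes, and an adjusted p for a term, and the axes carry no direction of change. The paper's text does not name the tool or the gene set behind the plot, which its code on Code Ocean could give. As a separate collection, 13 Reactome pathways were tested on the same counts with the camera test of limma, at an inter-gene correlation of 0.01. At an adjusted p under 0.05, 10 pathways passed, of which 2 were higher in mAb-DXd/IMQ tumors (mitotic cell cycle and striated muscle contraction) and 8 were lower. Of the 35 ways to split the 8 tumors into groups of 4, 4 gave as many pathways, the real split included. T-cell receptor signaling had a mean log2 fold change of -0.40 over 53 tested genes (adjusted p = 3.47e-10, limma). Costimulation by the CD28 family had -0.45 over 45 genes (adjusted p = 6.14e-09, limma) and PD-1 signaling had -0.73 over 16 genes (adjusted p = 8.33e-07, limma). The TLR7/8 cascade had -0.20 over 64 genes (adjusted p = 2.31e-06, limma). Signaling by the B-cell receptor had a mean log2 fold change of -0.082 over 165 genes (adjusted p = 0.00245, limma). Interferon alpha/beta signaling had -0.092 over 12 tested genes, from a set of 27 gene identifiers, and did not pass (adjusted p = 0.183, limma). When the inter-gene correlation was estimated from the data, 3 pathways passed, all of them lower: T-cell receptor signaling, costimulation by the CD28 family, and the TLR7/8 cascade. With fgsea, another enrichment test, 9 pathways passed, 0 higher and 9 lower.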

How the deposited data were processed for this re-analysis (not part of the article)

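Bulk RNA-seq of 4T1-FLuc tumors was analysed for 8 mice, 4 given saline and 4 given mAb-DXd/IMQ at 16 mg/kg every 4 days for 5 courses. Libraries were made and sequenced by Novogene America on an Illumina HiSeq X instrument. The authors deposited raw read counts per gene and tumor, without normalization, together with a length for each gene. The paper's text and the sample labels do not name the aligner, the counting program, or the strandedness. Gene coordinates matched GRCm38. Tumors were grouped by their sample labels, and the labels carry replicate numbers from 1 to 4 in each group. Same-numbered tumors came from different mice and were not treated as pairs in the main comparison. Each group was also checked for duplicated libraries, and none was found.

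Total counts ranged from 34591912 to 69582375 per tumor, and the floor of 3 counts corresponded to 0.0431 to 0.0867 CPM, counts scaled to library size. Floors cover counting error only. The 10 most counted genes held 5.28 ± 0.35% of counts (SD, n = 4) in saline tumors and 5.47 ± 0.35% (SD, n = 4) in mAb-DXd/IMQ tumors (exact permutation test, p = 0.486).

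Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, and matplotlib 3.10.9. The edgeR version is older than the one the paper names. Genes were kept by filterByExpr with its defaults, a minimum count of 10 and a minimum total count of 15. After TMM normalization, mAb-DXd/IMQ tumors were compared with saline tumors by edgeR's quasi-likelihood F-test without covariates. Genes passed at a Benjamini-Hochberg FDR under 0.05 and an absolute log2 fold change above 0.58, as in the paper's methods. Standard errors of log2 fold changes were approximated from the coefficient and its F statistic. The paper's text does not name the edgeR test, the normalization, or the filter it used. The paper states that its RNA-seq code is on Code Ocean, and that code, which could name them, was not used here.

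The gene lists, the comparisons, the tests, and the alternatives were chosen before the data were examined, except where a choice is said to have come later. The genes named in the text were 31 drug and antibody targets and list markers, the 4 genes with the largest rise, and the 4 with the largest fall. The largest changes were taken among genes past the thresholds with a mean of at least 8 CPM over the 8 tumors and with groups that did not overlap. Other genes are named as chosen after their values were seen. Each list was scored per tumor as the mean log2 TMM-normalized CPM of its tested genes with a prior count of 2. Group means were compared by two-sided exact permutation tests, with Benjamini-Hochberg adjustment over the 20 lists. The symbols Rigi and Loricrin matched no gene. Counts on immunoglobulin and T-cell receptor gene segments were summed per tumor and divided by all counts. The 13 Reactome pathways came from the fgsea package's example data and were tested with limma's camera at an inter-gene correlation of 0.01.

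Alternatives covered 3 other scalings, other filters, other tests, the fold change limit, a replicate block, other list scores, other enrichment tests, and leaving out each tumor in turn. Added after the data were seen were a correction for gene length and GC content, fitted as splines with 5 degrees of freedom each in every tumor, the same correction with a replicate block, edgeR's newer quasi-likelihood method, and leaving out each tumor with the genes of each list held fixed. The comparison was also run on other splits of the 8 tumors.

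The steps were tested on simulated data with 200 changed genes, each changed by more than the fold change limit. The quasi-likelihood test recovered 65.5% of them, each with the right sign, and 3.68% of the 136 genes past the thresholds had not been changed. With a trend by gene length added to the simulation, 54.5% of genes past the thresholds were unchanged genes without the correction and 7.24% with it. The simulated trend was linear in log gene length and identical in every treated tumor, a shape that the correction can fit. Its strength was not fitted to the data. In the real mAb-DXd/IMQ tumors, rho with gene length ranged from -0.222 to 0.039, so the simulation does not show how well the correction works there.

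The GO enrichment of Supplementary Fig. S7 was not recomputed, since GO annotation was not used here. No alignment-level checks were made, since reads were not used here.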

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

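The tests of the granzyme genes and of the interferon-stimulated list were chosen only after these results were seen.

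The spread of the 4 tumors was checked in 122 groups of values, and in 6 groups 1 tumor lay far from the others, against 6.1 expected by chance. In each, the gap from that tumor to the nearest other tumor was a large part of the whole range. The gap was 0.919 of the range for the simple epithelium list, where the second saline tumor scored 5.83 and the others 6.39 to 6.44. It was 0.839 for the epidermis list, where the second mAb-DXd/IMQ tumor scored 4.80 and the others 0.80 to 1.44. The corresponding values were 0.843 for Prf1 in the first saline tumor and 0.848 for Ctla4 in the fourth saline tumor. They were 0.887 for Ptprc in the third mAb-DXd/IMQ tumor and 0.881 for Ighm in the first saline tumor. The number of such groups is what chance gives, the design gives no condition that sets a single tumor apart, and no biological explanation was tested for them.

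The granzyme genes Gzmd, Gzmf, Gzmc, and Gzmg, which the paper does not discuss, were higher in mAb-DXd/IMQ tumors than in saline tumors, with log2 fold changes of 3.31, 3.86, 2.67, and 4.01. Gzme, named after its values were seen, lies beside them on chromosome 14 and had a log2 fold change of 2.37 (adjusted p = 0.00107, edgeR). Under the 3 other scalings tried, the log2 fold changes of these 5 genes lay between 2.37 and 4.06. Gzmd, Gzmf, Gzmc, and Gzmg passed the thresholds in 23 of 23 alternatives, including each of the 8 fits that left out a tumor. Reads shared between paralogs are an unlikely source, since at least 99.8% of the windows of 100 bases in each of the 5 transcripts occur in no other granzyme transcript. After the correction of each tumor for gene length and GC bias, 5 of the 5 genes passed the thresholds, with Gzmd at 3.21. Their log2 fold changes then lay between 2.28 (Gzme) and 3.91 (Gzmg). Across tested genes, the correction moved Spearman's rho of log2 fold change with gene length from -0.21 to -0.030. These values argue against gene length and GC bias, as corrected here, as the source of these 5 rises. More cytotoxic lymphocytes were tested with the cytotoxic lymphocyte list, which holds none of the 5 and differed by -0.092 (exact permutation test, p = 0.514). This list does not rule them out, since 9 of its genes were higher and 12 were lower, and its median over genes differed by 0.049. Its genes Prf1, Gzma, and Gzmb had log2 fold changes of 0.95, 0.87, and 0.52 (adjusted p from 0.104 to 0.461, edgeR). Among all genes of the list, 0 passed the thresholds as higher and 1 as lower. Klrg1, which is not in the list and was named with Gzma after their values were seen, had 1.77 (adjusted p = 0.0277, edgeR). Candidate explanations are higher expression of the 5 genes per cell in mAb-DXd/IMQ tumors and more cells of a cytotoxic type that the list does not capture. Both are hypotheses found on the same data, and they were not told apart.

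The interferon-stimulated list, which the paper does not discuss, scored 0.85 higher in mAb-DXd/IMQ tumors, with 27 of 29 genes higher and 4 of 4 tumors above every saline tumor. The exact permutation p of 0.0286 did not pass adjustment over 20 lists (adjusted p = 0.127), which with 4 tumors per group needs at least 12 lists at this smallest p. Across alternatives, the lowest exact or model p was 1.13e-10 and the highest was 0.191, with the latter from camera with an estimated inter-gene correlation. After the correction for gene length and GC content, the difference was also 0.85 (exact permutation test, p = 0.0286). Across tested genes, this correction moved Spearman's rho of log2 fold change with gene length from -0.21 to -0.030. That argues against gene length and GC bias, as corrected here, as the source of the list's difference. More leukocytes of every kind did not explain it, since a list of genes of all leukocytes, written after the T-cell result was seen, differed by -0.24 (exact permutation test, p = 0.314). The second saline tumor had the lowest score, and without it the difference was 0.51. A candidate biological explanation is an interferon response to the IMQ payload. It remains a hypothesis, found on the same data. The paper calls IMQ a TLR7/8 agonist. The Reactome pathway of the TLR7/8 cascade was lower, with a mean log2 fold change of -0.20 over 64 genes (adjusted p = 2.31e-06, limma). That p assumed an inter-gene correlation of 0.01, and with the correlation estimated it was 0.0347 (limma). The list of TLR7/8 signaling and the NF-kB response differed by -0.21 (exact permutation test, p = 0.114). The Reactome pathway of interferon alpha/beta signaling had a mean log2 fold change of -0.092 over 12 tested genes, from a set of 27 gene identifiers.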

How the results depend on the processing

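The correction for gene length and GC content, its combination with a replicate block, edgeR's newer quasi-likelihood method, and leaving out each tumor with the genes of each list held fixed were chosen only after the results were seen.

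The comparison gave 197 genes past the thresholds, 101 higher and 96 lower in mAb-DXd/IMQ tumors. With no filter on low counts, 358 genes passed, 167 higher and 191 lower. DESeq2 gave 787 genes (438 higher, 349 lower), edgeR's exact test 664 (384 higher, 280 lower), and its likelihood ratio test 685 (399 higher, 286 lower). With glmTreat against the same fold change, 7 genes passed, 7 higher and 0 lower, and 668 had an unadjusted p under 0.05. With the replicate block, 14 genes passed, 10 higher and 4 lower. The mean correlation of same-numbered tumors, as deviations from their group means across genes, was -0.053, against 0.016 for differently numbered tumors. The correction for gene length and GC content gave 130 genes (77 higher, 53 lower), of which 115 were among the 197, and with the replicate block as well it gave 13 (10 higher, 3 lower). The newer quasi-likelihood method gave 291 genes, 153 higher and 138 lower. Across the 8 fits that each left out 1 tumor, 10 to 203 genes passed, with 9 to 90 higher and 1 to 118 lower. With upper-quartile factors, 66.5% of the genes past the thresholds were higher, against 51.3% with TMM. None of the 197 genes changed sign in any alternative in which it was tested. The causes of these changes were not tested.

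Of the named genes, Gzmd, Gzmf, Gzmc, and Gzmg passed in each of the 23 alternatives. Cd4 and Cd8a each passed in 17 of 23, Scara5 in 15 of 23, Slc6a2 in 11 of 23, Ighg1 in 11 of the 21 that gave it a value, and Igkc in 10 of 22. Genes that had not passed in the comparison also passed in some alternatives, S100a8 in 7, Isg15 in 6, Jchain in 5, Prf1 in 4, Foxp3 and Cd3e in 3 each, Cdkn1a in 2, and Tlr8 in 1. In the 8 fits that left out a tumor, Cd4 and Cd8a each passed in 5, Scara5 in 3, and Igkc, Ighg1, and Slc6a2 in 1. None of these 6 genes passed with glmTreat (adjusted p from 0.0983 for Cd4 to 0.268 for Slc6a2) or with the replicate block, with or without the length and GC correction (adjusted p from 0.0695 for Cd4 to 0.131 for Slc6a2). Igkc and Slc6a2 also did not pass with library size only (adjusted p = 0.0523 for both) or with the length and GC correction (adjusted p = 0.0584 and 0.0550). With the replicate block, the log2 fold changes of Krt5 and Krt8 reversed to -1.07 and -0.023. With the length and GC correction, Ptprc reversed to 0.036 and Krt8 to -0.086, and with both, Krt5 reversed to -1.13, Ptprc to 0.027, and Krt8 to -0.12. With each tumor left out, Acta1 ranged from -0.78 to 0.037, Tlr7 from -0.48 to 0.20, Ctla4 from -0.92 to 0.028, Krt8 from -0.17 to 0.13, and Krt5 from -3.71 to 3.62. The causes were not tested.

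The T-cell list was lower in mAb-DXd/IMQ tumors in 27 of 27 alternatives. It kept its side of the test's threshold in those that could pass it, which excludes the fits with a tumor left out (smallest exact p 0.0571) and the sign-flip test over same-numbered pairs as a replicate block (smallest p 0.125, with the same difference of -0.81). With DESeq2's size factors, the dendritic cell list differed by -0.58 and passed. With upper-quartile factors, the p53 list (0.20) and the endothelium list (0.59) passed. With library size only, the immunoglobulin production list (-1.20), the p53 list (0.18), and the endothelium list (0.57) passed. With the median over genes, the CD4 T-cell list (-0.75) and the immunoglobulin production list (-2.05) passed. The inhibitory list (-0.031) and the interferon-stimulated list (0.80) no longer passed, and the cytotoxic list (0.049), p53 list (-0.087), simple epithelium list (-0.52), and epidermis list (-0.038) reversed. With all list genes that had a count, the CD4 T-cell list (-0.63), the immunoglobulin production list (-1.36), and the TLR7/8 list (-0.24) passed, and the B-cell list reversed to -0.37. With the length and GC correction, the dendritic cell list (-0.61) and the endothelium list (0.55) passed. The causes were not tested.

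With camera at an inter-gene correlation of 0.01, the values are mean moderated t statistics of a list less those of other genes. The lists for CD4 T cells (-2.12), macrophages (-1.15), neutrophils (-1.85), dendritic cells (-1.92), TLR7/8 (-0.99), cell cycle (1.66), p53 (1.04), and endothelium (1.91) passed, and the B-cell list reversed to -0.10. With the correlation estimated, the dendritic cell list (-1.92) passed, the interferon-stimulated list (2.36) no longer passed, and the B-cell list was again -0.10. With fgsea, the normalized enrichment scores of the lists for CD4 T cells (-2.17), immunoglobulin production (-2.26), macrophages (-2.05), neutrophils (-2.22), dendritic cells (-2.29), cell cycle (1.75), adipocytes (-1.96), epidermis (1.77), and endothelium (1.66) passed, and skeletal muscle reversed to -0.84. With each tumor left out, the filter on low counts was run again, so the number of tested genes could change, for the B-cell list from 12 to as many as 16. Lists that changed sign in these fits were B cell (-0.34 to 0.33), simple epithelium (-0.041 to 0.33), skeletal muscle (-0.41 to 0.59), adipocyte (-0.81 to 0.045), epidermis (-0.35 to 1.19), and fibroblast (-0.22 to 0.099). With the genes of each list held fixed, the B-cell list ranged from -0.049 to 0.33, the adipocyte list from -0.81 to 0.047, and the cytotoxic list from -0.17 to 0.00071, and the other lists named here also changed sign. The causes were not tested.

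Reactome pathways past the threshold numbered 10, and 3 with the inter-gene correlation estimated, while fgsea gave 9, all of them lower. Immunoglobulin segment counts differed by -137.5 to -32.5 CPM and T-cell receptor segment counts by -15.9 to -9.88 CPM with each tumor left out. At this depth, 12 of the 20 genes of the B-cell list had enough counts to be tested.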

Differences from the paper's values

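The paper states that pathways of T-cell proliferation, selection, and activation, of CD4 T-cell proliferation, of B-cell activation and proliferation, of immunoglobulin production, and of leukocyte and lymphocyte activation were upregulated in mAb-DXd/IMQ tumors. The legend of Supplementary Fig. S7 names most of its terms as regulation of a process, which gives no direction. The GO enrichment itself was not recomputed, and lists of marker genes were compared instead. The genes of these lists are not those of the GO terms, so the 2 results may measure different things. Here 9 of 10 immune lists were lower in mAb-DXd/IMQ tumors than in saline tumors. These lists were scored on the same tumors and some share genes, such as Cd28, so they are not independent results. The difference was -0.81 for the T-cell list (exact permutation test, p = 0.0286), -0.63 for the CD4 T-cell list (exact permutation test, p = 0.0571), and -1.23 for the immunoglobulin production list (exact permutation test, p = 0.0571). After adjustment of the exact permutation tests over the 20 lists, p was 0.127 for each of these, and 0 lists had an adjusted p under 0.05. The difference was -0.69 for the neutrophil list and -0.092 for the cytotoxic lymphocyte list. Inhibitory immune receptors and regulators differed by -0.41 (exact permutation test, p = 0.0286, adjusted p = 0.127), and by -0.031 with the median over genes. The Reactome pathway of T-cell receptor signaling had a mean log2 fold change of -0.40. The B-cell list was higher by 0.096 (exact permutation test, p = 0.714). Outside these 10 lists, the interferon-stimulated list was higher by 0.85 (exact permutation test, p = 0.0286, adjusted p = 0.127). The list of TLR7/8 signaling and the NF-kB response differed by -0.21 (exact permutation test, p = 0.114). The granzyme genes Gzmc, Gzmd, Gzme, Gzmf, and Gzmg were also higher. None of the alternatives, set before the data were examined or after, made the T-cell, CD4 T-cell, immunoglobulin production, or neutrophil list higher in mAb-DXd/IMQ tumors. With the median over genes in place of the mean, the cytotoxic lymphocyte list was higher by 0.049. The B-cell list was lower under some alternatives, such as -0.37 with all of its genes that had a count.

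The picture of Supplementary Fig. S7 carries a title that names DM1 and IMQ against PBS, while its legend and the paper's text give mAb-DXd/IMQ against saline. The sample labels give mAb-DXd/IMQ for the treated group, and both saline and PBS for the control group.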

Other observations

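The length and GC correction, the splits for the Reactome pathways, and the tests of the T-cell list were chosen only after the results were seen, and the other tests here were not.

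The 8 tumors can be split into groups of 4 in 35 ways. The real split gave 197 genes past the thresholds, and the other 34 splits gave at most 2, so 1 of 35 splits (2.86%) gave as many. Only 8 of the splits part all 4 same-numbered pairs as the real one does, while the others keep at least 1 such pair together, and 1 of these 8 gave as many genes. The smallest share these 8 can give is 0.125, so by this set the count of genes cannot be told apart from chance whatever its outcome. For the Reactome pathways, 1 of the same 8 splits gave as many pathways as the real one, which leaves that count in the same position, and 4 of all 35 splits (11.4%) did.

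Across tested genes, which are not independent replicates, the log2 fold change correlated with gene length (Spearman's rho -0.21) and with GC content (rho 0.080). The median length was 2678 bases for genes that were higher, 6054 for genes that were lower, and 3516 for all tested genes. Gene length and GC bias may account for part of the 197 genes, since 58.4% of them passed the thresholds after the correction of each tumor. A technical source of this trend and a change in the cells that make up the tumors were not told apart.

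The paper reports far smaller tumors with mAb-DXd/IMQ than with saline at the endpoint, and extensive cell death in treated tumors. Neither tumor size nor cell death was available for the sequenced tumors, so their part in these differences stays open. For the immune lists as a whole, host tissue around small tumors was tested as an explanation with lists for skeletal muscle, adipocytes, and epidermis. Such lists address admixed host tissue only. The largest rise among these was 0.58 for the epidermis list (exact permutation test, p = 0.629), with 1 mAb-DXd/IMQ tumor far above the others. Library size did not separate the groups (exact permutation test, p = 0.171), and neither did the share of counts on the 10 most counted genes (exact permutation test, p = 0.486). The correlation with gene length in each tumor did separate them. Its rho was between 0.082 and 0.115 in saline tumors and between -0.222 and 0.039 in mAb-DXd/IMQ tumors.

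The T-cell list, which differed by -0.81 between mAb-DXd/IMQ and saline tumors, was tested against further explanations. After the correction for gene length and GC content, the difference was -0.83 (exact permutation test, p = 0.0286). Across tested genes, the same correction moved Spearman's rho of log2 fold change with gene length from -0.21 to -0.030. This argues against gene length and GC bias, as corrected here, as the source of the list's difference. Fewer leukocytes of every kind were tested by subtracting the score of the list of all leukocytes, which left a difference of -0.57 (exact permutation test, p = 0.0286). A larger share of tumor epithelium was tested with the simple epithelium list, which differed by 0.13 (exact permutation test, p = 0.629). With each tumor left out, no difference was above -0.68, which cannot tell whether a tumor was mislabelled. Total counts did not separate the groups (exact permutation test, p = 0.171). The neutrophil list differed by -0.69, the dendritic cell list by -0.58, and the macrophage and monocyte list by -0.31. A fall of the T-cell list relative to any of these 3 lists was not tested. The values leave open fewer T cells, or less expression of their genes, relative to the list of all leukocytes in mAb-DXd/IMQ tumors. That remains a hypothesis, since it was found and tested on the same data. The adjusted p over the 20 lists was 0.127, and with 4 tumors per group an adjusted p under 0.05 needs at least 12 lists at the smallest p.

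Other lists were compared without an explanation. The endothelium list differed by 0.54, with 12 of 12 genes higher (exact permutation test, p = 0.0571). With each tumor left out, its difference was between 0.29 and 0.69. The skeletal muscle list differed by 0.25, less than the SD of 1.35 among saline tumors. The adipocyte list differed by -0.23 and the fibroblast list by -0.060 (exact permutation tests, p = 0.771 for both). Immunoglobulin segment counts were 107 CPM in the second and 326 CPM in the fourth saline tumor, and at most 25.4 CPM in the other tumors. Among genes named after their values were seen, Ciita and Il1b had log2 fold changes of -0.94 and -1.19, and Oas2 and Ifi44l had 1.69 and 1.17 (adjusted p from 0.0201 to 0.0427, edgeR).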
